# Analysis of 17β-estradiol (E_2_) role in the regulation of corpus luteum function in pregnant rats: Involvement of IGFBP5 in the E_2_-mediated actions

**DOI:** 10.1186/s12958-016-0153-1

**Published:** 2016-04-12

**Authors:** Sudeshna Tripathy, Killivalavan Asaithambi, Jayaram P, Medhamurthy R

**Keywords:** Estradiol, Corpus luteum, IGFBP5, Progesterone, Pregnancy, Rat

## Abstract

**Background:**

In several species, considerably higher levels of estradiol-17 (E_2_) are synthesized in the CL. E_2_ has been suggested to participate in the regulation of luteal steroidogenesis and luteal cell morphology. In pregnant rats, several experiments have been carried out to examine the effects of inhibition of luteal E_2_ synthesis on CL structure and function.

**Methods:**

During days 12–15 of pregnancy in rats, luteal E_2_ was inhibited by way of daily oral administration of anastrozole (AI), a selective non-steroidal aromatase inhibitor, and experiments were also performed with E_2_ replacement i.e. AI+ E_2_ treatments. Luteal tissues from different treatment groups were subjected to microarray analysis and the differentially expressed genes in E_2_ treated group were further examined for expression of specific E_2_ responsive genes. Additional experiments were carried out employing recombinant growth hormone preparation and flutamide, an androgen receptor antagonist, to further address the specificity of E_2_ effects on the luteal tissue.

**Results:**

Microarray analysis of CL collected on day 16 of pregnancy post AI and AI+E_2_ treatments showed significantly lowered *cyp19a1* expression, E_2_ levels and differential expression of a number of genes, and several of them were reversed in E_2_ replacement studies. From the differentially expressed genes, a number of E_2_ responsive genes were identified. In CL of AI pregnant rats, non-significant increase in expression of igf1, significant increase in igbp5, igf1r and decrease in expression of Erα were observed. In liver of AI treated rats, igf1 expression did not increase, but GH treatment significantly increased expression that was further increased with AI treatment. In CL of GH and AI+GH treated rats, expression of igfbp5 was higher. Administration of flutamide during days 12–15 of pregnancy resulted in non-significant increase in igfbp5 expression, however, combination of flutamide+AI treatments caused increased protein expression. Expression of few of the molecules in PI3K/Akt kinase pathway in different treatments was determined.

**Conclusions:**

The results suggest a role for E_2_ in the regulation of luteal steroidogenesis, morphology and proliferation. *igfbp5* was identified as one the E_2_ responsive genes with important role in the mediation of E_2_ actions such as E_2_-induced phosphorylation of PI3K/Akt kinase pathway.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12958-016-0153-1) contains supplementary material, which is available to authorized users.

## Background

In several species, the control of corpus luteum (CL) function is broadly accomplished by the dynamic interplay between luteotrophic and luteolytic factors. Of the several luteotrophic factors, three key hormones namely, LH, PRL and E_2_ play critical role and depending on the species, they act to function individually or as a part of the luteotrophic complex to regulate luteal function [20, 28, 36]. Interestingly, all three hormones have been recognised for their trophic actions on structure and function of CL in rats. Studies in rabbit were the first to propose the luteotrophic effects of E_2_ [15]. Expression of *Cyp19a1*gene that encodes the aromatase enzyme responsible for aromatization of androgens into estrogens in the luteal tissue of both pregnant and pseudo pregnant rabbits has been reported [1]. The rat CL is unique in that expression of *Cyp19a1*is highest, and it has been reported that androgens synthesized in placenta are transported to CL for aromatization into E_2_, since placenta lacks *Cyp19a1*expression [19, 40]. Even though the CL of several species is capable of E_2_ biosynthesis and express estrogen receptors ERα and ERβ [3, 33, 34], elucidation of direct effects of E_2_ on CL function has received little attention. Since the rat CL has high capacity for E_2_ biosynthesis, the intraluteal effects of E_2_ will be expected to be pre-eminent. In rats, E_2_ has been reported to have multiple effects on CL function that range from transport of cholesterol for P_4_ biosynthesis, hypertrophy of luteal cells, conversion of small luteal cells into large luteal cells [35, 36]. However, the mechanism/s by which E_2_ mediates these effects in the luteal tissue is poorly understood. In a recent study from our laboratory, differential expression of many E_2_ responsive genes in the luteal tissue was observed during induced luteolysis in two distinct animal models, macaque and the bovine species [32]. In that study, it was observed that following rapid decline in circulating and luteal E_2_ levels, many of the genes belonging to the IGF system were differentially expressed. The components of IGF system which consists of two ligands (IGF1 and IGF2), two receptors and at least six IGF binding proteins (IGFBP1-6) are increasingly being implicated in the control of CL function. In the present study, a number of experiments were carried out to test the hypothesis that E_2_ plays a critical role in the maintenance of luteal function in rats. Inhibition of E_2_ was accomplished by administration of specific aromatase inhibitor (AI)._._In this study microarray analysis was performed to examine differential expression of E_2_ responsive genes with a view to address critical issue of specific effect/action of E_2_ on CL function. The results suggest involvement of IGF system, especially changes in expression of IGF1 and IGFBP5 during E_2_ inhibition and replacement studies. In several species, GH plays a key role in multiple physiological processes largely mediated by increasing IGF1 levels in liver [42]. However, the receptor for GH is expressed in several tissues including the CL [4]. Since IGF1 gene transcription is rapidly and profoundly induced by GH through activation of STAT5b [39], it became to interest to examine the effect of GH on the expression of igf1 in liver and CL during E_2_ inhibition and replacement experiments. Further, we examined whether IGFBP5 participates in mediating E_2_ actions. The results suggest novel roles for IGFBP5 during proliferation and hypertrophy of luteal cells in the control of luteal function.

## Methods

### Reagents

Anastrozole, a selective non-steroidal aromatase inhibitor (AI), 17-β estradiol, testosterone, flutamide and Oil Red O stain were purchased from Sigma-Aldrich Co., Bangalore, India. Recombinant bovine growth hormone (rbGH) was a kind gift from Monsanto Company St. Louis, MO. Oligonucleotide and Oligo dT primers were synthesized by Sigma-Genosys, Bangalore, India. DyNAzyme™ II DNA polymerase was purchased from Finnzymes (Espoo, Finland) and dNTPs were procured from Eppendorf, (Hamburg, Germany). Power SYBR® Green PCR master mix was obtained from Applied Biosystems, Foster City, CA. The details of antibodies employed are provided in Additional file 1: Table S1. The secondary anti-rabbit and the ABC colour development kit was procured from Bangalore Genei, India. Mouse/rat Insulin-like Growth Factor-1 (m/r IGF-1) ELISA kit was procured from BioVendor, Mediagnost, Germany. All other reagents were purchased from Sigma-Aldrich Co., Bangalore, India or sourced from local distributors.

### Experimental protocol, CL and blood collection schedule

*Rattus norvegicus* (Harlan Wistar strain) were housed in a controlled environment and kept under a light: dark cycle of 12 h with ad libitum access to food and water. To obtain pregnant animals, the vaginal smear of the cohabitated females with males was screened daily for presence of sperm and the day of appearance of sperm was designated as day 1 of pregnancy. All procedures in animals were approved by the Institutional Animal Ethics Committee, Indian Institute of Science, Bangalore, India.

#### Experiment 1: *In vitro* aromatisation of testosterone (T) during mid-pregnancy

To determine the activity of aromatase present in the CL tissue and to examine the effectiveness of AI in blocking aromatase activity, *in vitro* studies were performed employing a previously published method [13] with few modifications. CL from day 7, 11, 12 and 16 of pregnant rats were incubated *in vitro* without or with T or AI for examining the aromatization capacity during different days of pregnancy. The individual CL was weighed, sliced into pieces and ~ 10–12 mg pooled tissue/well was used for studies. Tissue samples were placed in wells containing 1 ml M199 containing 10 μl of propylene glycol (VEH) or AI (120 ng/well) without or with T (20 ng/well) and incubated for 4 h at 37 °C with 5 % CO_2_ for determining E_2_ levels in the medium.

#### Experiment 2: Effect of inhibition of luteal E_2_ on structure and function of CL during pregnancy

Experiments were carried out during early (day 7 to 11 of pregnancy) and mid (day 12 to 16 of pregnancy) pregnancies corresponding to low and high E_2_ secreting phases. To determine the suitable dose of AI and duration of treatment required for consistent inhibition of luteal E_2_ synthesis *in vivo*, a pilot study was carried out in which oral administration of various doses of AI (0.1, 0.15, 0.5 and 1 mg/kgBW/day dissolved in a total volume of 0.3 ml of water containing 2 % ethanol) administered on days 7–10 and days 12–15 of pregnancy. The results of pilot study indicated that administration of AI at a dose of 1 mg/kg BW/day on days 12–15 of pregnancy significantly lowered circulating and luteal E_2_ levels on day 16 of pregnancy. Also, the weights of CL were lower and had evidence of loss of implantation.

To examine the effects of depletion of luteal E_2_ levels on CL structure and function, groups of pregnant rats (*n* = 4 animals/group) were orally administered VEH (2 % ethanol) or AI (1 mg/kg BW) daily on days 7–11 (early pregnancy) and on days 12–15 (mid-pregnancy). The details of experimental protocol, schedule of blood sample collection, treatments and CL collection are represented in Fig. 1a and b. Also, blood samples and CL were collected from a group of untreated rats on day 7 and 12 of pregnancy.

**Fig. 1:**
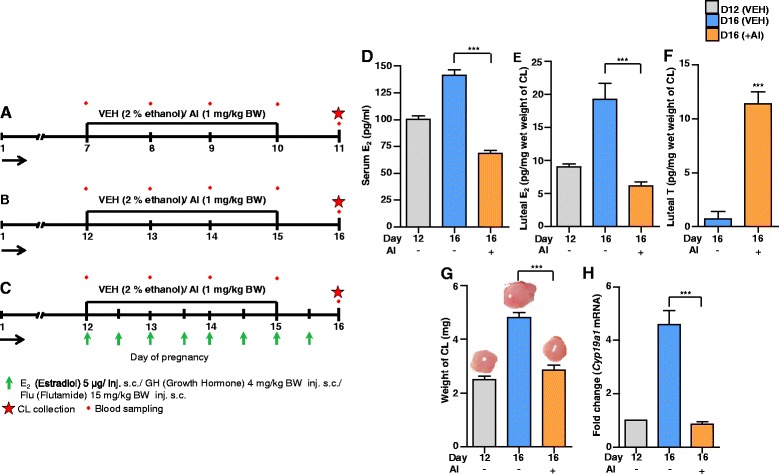
Effects of AI on circulating E_2_, luteal E_2_ and T, weight of CL and *Cyp19a1* mRNA expression during mid pregnancy in rats. Experimental protocols from Experiment 2–5 (A-C) in *Rattus norvegicus*. The CL and blood collection are indicated by a red star and dot, respectively. Pregnant rats received oral administration of VEH (2 % ethanol) or AI (1 mg/kg BW) on day 7 (**a**) or 12 (**b**) for 4 days daily and blood and CL tissue samples were collected on day 11 or 16. **c** Beginning on day 12, pregnant rats received oral administration of AI (1 mg/kg BW) and 5 μg E_2_ or 4 mg/kg BW GH or 15 mg/kg BW Flu/am and pm, s.c. for 4 days daily. CL tissues collected on day 16 of pregnancy. **d** Mean±SEM serum E_2_ concentration during different treatments (*n* = 4 animals/time point, one-way ANOVA, ^***^ *P* <0.001). Two to three corpora lutea were processed for tissue lysate preparation using sterile ice cold 1X PBS for quantitating luteal E_2_ (**e**) and T (**f**) concentrations. Each bar represents mean±SEM, *n* = 4 animals/time point, one-way ANOVA, ^***^ *P* <0.001. **g** Weight of CL during different treatments along with a representative photo for each treatment is shown on each bar (mean±SEM, *n* = 12 CL/time point, one-way ANOVA, ^***^ *P* <0.001). **h** qPCR expression of *Cyp19a1* in CL post different treatments. The results are shown as fold changes in mRNA expression compared with day 12 control. Individual bars represent mean±SEM fold change in mRNA expression value for qPCR analysis during different treatments (*n* = 4 animals/time point, one-way ANOVA, ^***^ *P* <0.001)

#### Experiment 3: Effect of E_2_ replacement on the function of CL during AI treatment

After confirming of significant inhibition of circulating and luteal E_2_ concentrations and morphological changes in CL post AI treatment (see results), further experiments were carried out to identify the specific effects of E_2_ on CL function and morphology. Groups of pregnant rats (*n* = 4 animals/group) were administered AI+VEH or AI+E_2_ (5 μg) as per the protocol provided in Fig. 1c.

#### Experiment 4: Effect of GH on expression of IGF1 and IGFBP5

Since changes in IGF1 system were observed with AI treatment, studies were conducted to examine GH action on CL function. rbGH was administered at a dose of 4 mg/kg BW s.c. twice daily without (i.e. VEH+GH) or with AI treatment (AI+GH, *n* = 4 rats) during days 12–15 of pregnancy. Blood samples, CL and pieces of liver were collected on day 16 for various analyses as per the protocol provided in Fig. 1c.

#### Experiment 5: Effect of androgen receptor antagonist on the function of CL in AI treated pregnant rats

AI treatment resulted in substantial increase in serum T concentration. To examine whether androgens contributed to changes in CL function, experiments were carried out using androgen receptor antagonist, flutamide (Flu). Flu was administered at a dose of 15 mg/kg BW s.c. twice daily without (i.e. VEH+Flu) or with AI treatment (AI+Flu, *n* = 4 rats) during days 12–15 of pregnancy. Blood samples and CL were collected for various analyses as shown in Fig. 1c.

Corpora lutea from experimental animals were isolated from anesthetized animals for microarray and other analyses. For quantitating tissue E_2_ and T concentration, two or three corpora lutea were processed for tissue lysate preparation using sterile ice cold 1X PBS. For histochemistry, two or three corpora lutea were fixed in NBF solution. The remaining corpora lutea were stored at −20 °C for cryosectioning or flash frozen in liquid nitrogen and stored at −70 °C.

### Hormone assays

Luteal and serum steroids (E_2_ and P_4_) were determined by specific RIAs as reported previously [21, 32]. The sensitivity for E2 and P4 in the assays was 39 pg/ml and 0.1 ng/ml, respectively. The inter- and intra- assay coefficient of variations for both E_2_ and P_4_ hormones were <10 %. The concentration of serum and luteal T was quantitated by a commercially available direct T assay kit (Immunotech, Marseilles, France). The sensitivity of the assay for T was 0.08 ng/ml. The inter- and intra- assay coefficient of variations were 15 and 14.8 %, respectively.

### Plasma IGF1 assay

Plasma IGF1 was quantified using a specific IGF1mouse/rat ELISA kit. The assay utilizes two specific and high affinity antibodies for IGF1. The IGF1in samples bind to the immobilized first antibody on the microtiter plate, the biotinylated and streptavidin-peroxidase conjugated second specific anti-IGF1antibody binds in turn to the immobilized IGF1 To dissociate IGF1 from the IGFBPs, plasma samples were diluted in acidic buffer provided with the kit and the diluted samples were assayed in 50–100 μl as per the manufacturer’s protocol. The sensitivity assay was 0.029 ng/ml. The inter- and intra- assay coefficients of variation were 8.5 and 7.2 %, respectively.

### RNA isolation

Total RNA was extracted from CL and liver tissues from different experiments using TRI Reagent® according to the procedure as reported previously [21].

### cDNA preparation and Semi quantitative RT-PCR analysis

Total RNA was reverse transcribed using the following protocol: 1 μg of total RNA along with 1 μl of Oligo dT was incubated at 65 °C for 10 min and snap chilled on ice for 5 min and 4 μl of 5× RT buffer containing 250 mM Tris HCl (pH 8.3 at 25 °C), 250 mM KCl, 20 mM MgCl_2_ and 10 mM DTT was added followed by 10 mM dNTPs, 20 units of ribonuclease inhibitor, DEPC treated water to make the volume up to 19 μl and to it, 200 units (1 μl) of Revert Aid™ MMuLV Reverse transcriptase was added. The reaction mixture was incubated at 42 °C for 1 h. PCR was carried out using gene specific primers. The efficiency of the RT-PCR was checked using L19 expression, a house keeping gene. For PCR, cDNA equivalent 25 ng of total RNA was used. The PCR mix used in each reaction contained 0.2 mM dNTPs, 2.5 μl of 10× buffer containing 100 mM Tris-HCl pH 8.8 at 25 °C, 15 mM MgCl_2_, 500 mM HCl and 0.1 % Triton X-100; 25 μM each of forward and reverse primers and 1 unit of DyNAzyme™ II DNA polymerase. For selecting the annealing temperature, the temperature gradient semi quantitative RT-PCR was performed as reported previously [21].

### qPCR analysis

The analysis was carried out essentially as described previously [29, 32]. The diluted cDNA samples equivalent to 10 ng of total RNA were subjected to validation analysis on Applied Biosystems 7500 Fast Real Time PCR system with SDS v 1.4 program employing Power SYBR green 2× PCR master mix. The 10 μl qPCR mixture contained cDNA equivalent to 10 ng of total RNA, 5 μl of PCR master mix and 5 μM each of forward and reverse gene specific primers. PCRs were carried out in duplicates in 96 well plates. The initial enzyme activation was carried out at 95 °C for 10 min, denaturation was carried out at 95 °C for 30 s, the annealing was carried out at specific annealing temperature for 30 s and extension was at 72 °C for 30 s with a final extension of 5 min at 72 °C. Analysis of expression of each gene included a no template control (NTC) and generation of a dissociation curve. Expression levels of the genes validated were normalized by using L19 expression levels as calibrator or internal control for each cDNA sample. Primers were designed using rat (*Rattus norvegicus*) sequences submitted at NCBI and ENSEMBL using Primer Express™ version 2.0 (Applied Biosystems, Foster City, CA, USA). The primers were designed to cover the exon-exon junctions. The details of primers employed along with the amplicon size and annealing temperature are provided in Additional file 2: Table S2. Real time PCR efficiencies were acquired by amplification of a standard dilution series (with 10 fold differences) in the Applied Biosystems 7500 Fast Real time PCR system with SDS v 1.4 program employing Power SYBR Green 2X PCR mix. The corresponding efficiencies (E) for different gene primers were calculated according to the equation: E = 10^[−1/slope]^ −1 [25] and an efficiency of >90 % was obtained for all. Analysis of expression of each gene included a no template control (NTC) and generation of a dissociation curve. Expression levels of the genes validated were normalized by using L19 expression levels as calibrator (internal control) for each cDNA sample. The relative expression and fold change in gene expression was determined using DC_t_ and DDC_t_ method, respectively. Relative expression = 2^-DCt^ and fold change = 2^-DDCt^, where C_t_ = Threshold cycle i.e. the cycle number at which the relative fluorescence of test samples increases above the background fluorescence, DC_t_ = [C_t_ gene of interest (unknown sample) - C_t_ of L19 (unknown sample)] and DDC_t_ = [C_t_ gene of interest (unknown sample) - C_t_ of L19 (unknown sample)] - [C_t_ gene of interest (calibrator sample) - C_t_ of L19 (calibrator sample)]. PCR for each sample was set up in triplicates and the average C_t_ value was used in the DDC_t_ equation.

### Microarray target preparation, hybridization and analysis

RNA samples from CL of animals of day 12 and day 16 (VEH, AI and AI+E_2_ treatment groups) of pregnancy were subjected to microarray analysis. Three Affymetrix Rat Gene 1.0 ST Arrays [transcript (gene) version] i.e. three RNA samples from individual animals/group were used.

The detailed description of procedures and subsequent generation of processed image files of microarray analysis reported previously for other species [29, 32] were followed for this study. The microarray procedure and data analysis were performed as per Minimum Information About Microarray Experiments (MIAME) compliance. The raw data and the completed analysis of microarray data files have been deposited at NCBI’s Gene Expression Omnibus (GSE41735). ‘R’ software version 2.12.2/Bioconductor (FHCRC labs, Seattle, WA) was used for RMA normalization and for identification of differentially expressed transcripts. The statistical analysis employed for analysing the differentially expressed genes was essentially similar to the recently published work from the laboratory [32]. The data analyzed by Bioconductor analysis tool employing ≥2.0 fold change (except for identification of E_2_ target genes, in which changes >1.5 fold was considered for analysis) cut off and statistical filters provided a number of differentially expressed genes and those found common between different treatments (VEH, AI and AI+E_2_ treatments). For validation of microarray analysis, eight genes were selected for qPCR analysis. The statistically significant (*P* <0.05) correlation between the two analyses was determined as reported previously [32]. The differentially expressed genes were clustered by hierarchy analysis by GeneSpring analysis for all the probe sets of each treatment group is represented as dendrograms (data not shown). To examine molecular function and genetic networks, microarray data was analyzed using Ingenuity Pathway Analysis (IPA version 8.7, Ingenuity® Systems Inc., Redwood City, CA; http://www.ingenuity.com).

### Analysis of expression of E_2_ responsive genes

To examine the role of E_2_ in the regulation of rat CL structure and function, the differentially expressed genes identified in CL of E_2_ inhibition (AI) and replacement (AI+E_2_) groups were mined for E_2_ responsive genes. For this purpose, 89 genes were chosen as E_2_ responsive genes and the list of genes was same as previously reported for another study relating to macaque and bovine CL [32].

### Immunoblot analysis

CL tissue lysate preparation and immunoblot analysis were carried out as per the previously published procedures [24].

### Histology

Immunohistochemistry for ki67 was carried out on a piece of ovary containing 2–3 CL as described previously [43].

### Oil Red O staining

Pieces of ovaries containing at least 2–3 CL stored at −20 °C were subjected to cryotome sectioning (~8 μm thickness) and fixed in 10 % formalin for 5–10 min. The sections were immersed in absolute propylene glycol for 2–5 min followed by staining in 60 °C pre heated Oil Red O stain for 8–10 min. The slides were differentiated in 85 % propylene glycol for 2–5 min, washed in distilled water and stained with hematoxylin before mounting with glycerine jelly for observation under inverted microscope.

### Statistical analyses

The hormone data, qPCR fold change expression data among different experimental groups and densitometric data are expressed as mean±SEM. For multiple comparisons, the data were analyzed by one-way ANOVA, followed by Newman-Keuls multiple comparison test (PRISM Graph Pad, version 5; Graph Pad Software, Inc., San Diego, CA). Comparisons between mean of two groups were carried out using Student t-tests. A *P* value of <0.05 was considered to be statistically significant.

## Results

### Analysis of *in vitro* aromatization in CL tissue

The results indicated that although basal E_2_ secretion from CL tissue slices on different days did not change, but addition of T resulted in significant increase in E_2_ secretion. Furthermore, addition of AI had no effect on basal E_2_ secretion, but inhibited T conversion to E_2_ from tissue slices of day 16 pregnancy (Additional file 3: Figure S1A).

### AI treatment on CL function during early pregnancy

Circulating E_2_ levels on day 11 following AI treatment on days 7–10 of pregnancy was 68.2 ± 3.89 pg/ml which was significantly lower (*P* <0.05) compared to VEH treated animals (82.8 ± 3.98 pg/ml, Additional file 3: Figure S1B). Circulating P_4_ levels (64.5 ± 2.72 vs. 70.0 ± 1.78 ng/ml), CL weight (2.19 ± 0.12 vs. 2.16 ± 0.09 mg/CL) and *Cyp19a1* mRNA expression (Additional file 3: Figure S1C-E) were not significantly different between AI and VEH treated animals. Based on these findings, further studies employing AI treatment were not carried out during early pregnancy.

### AI treatment on CL function during mid pregnancy

Serum P_4_ concentration was significantly higher on day 16 VEH treated group (113.75 ± 5.54) compared to day 12 (74.5 ± 2.22) pregnant rats (Fig. 2a). The P4 concentration did not increase in AI treated group (Fig. 2a). Serum E_2_ concentration decreased significantly after AI treatment [141.25 ± 5.15 (VEH) vs. 68.5 ± 2.53 (AI) pg/ml, Fig. 1d]. Further, luteal E_2_ levels were significantly lower in AI treated animals [6.15 ± 0.58 pg/mg CL vs. 19.27 ± 2.43] compared to VEH treated group, Fig. 1e, while luteal T levels were significantly higher (11.37 ± 1.14 pg/mg CL) post AI treatment (Fig. 1f). AI treatment caused a significant decrease in CL weight (2.86 ± 0.17 vs. 4.82 ± 0.18 mg/CL for AI and VEH treated groups, respectively, Fig. 1g) and decrease in *Cyp19a1* mRNA expression (Fig. 1h).

**Fig. 2:**
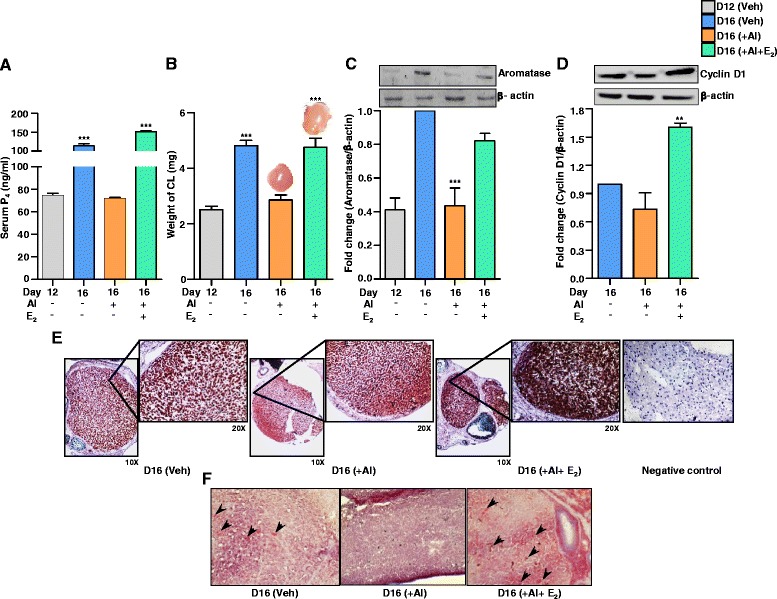
Effects of luteal E_2_ inhibition and replacement of E_2_ on serum P_4_, CL weight, aromatase expression, cyclin D1, ki67 and luteal lipid droplets content. Beginning on day 12, pregnant rats received daily oral administration of AI (1 mg/kg BW) and 5 μg E_2_ (am and pm), s.c. for four days. CL tissues collected on day 16 of pregnancy were subjected to microtome and cryosectioning. **a** Circulating mean serum P_4_ concentrations during different treatments (*n* = 4 animals/time point, one-way ANOVA, ***P <0.001). **b** Weight of CL during different treatments with representative photo is shown for AI and AI+E_2_ treatments. Each bar represents mean±SEM, *n* = 12 CL/time point, one-way ANOVA, ^***^ *P* <0.001. Protein levels of aromatase (**c**) and cyclin D1 (**d**). Protein lysate (50 μg) prepared from CL tissue from different treatments were resolved on 10–12 % SDS PAGE, transferred onto PVDF membrane and immunoblot analysis was performed using antibodies against aromatase, cyclin D1 and β-actin. A representative immunoblot for each antibody probed is shown. The immunoblot probed with β-actin antibody was used as loading control for each lane. Each bar represents the fold change (mean±SEM; *n* = 4 animals/time point) with respect to day 16 VEH treated CL, relative to intensity of β-actin for each treatment (one-way ANOVA, ^***^ *P* <0.001, ^**^ *P* <0.01). **e** Photomicrographs represent ki67 immunostaining of CL tissue sections post different treatments. Samples were counter stained with haematoxylin, and images taken at a magnification of 20×. For reference, an image for the negative control is shown. **f** Representative image of cryosectioned CL tissue sections for oil red O staining across different treatments. *Arrow heads* indicate cells stained for lipid content

### Replacement of E_2_ during AI treatment

Co-administration of E_2_ during AI treatment on day 12–15 of pregnancy significantly increased P_4_ concentration (Fig. 2a). The weight of CL in AI+E_2_ treated animals (4.75 ± 0.32 mg/CL) was not significantly different from the VEH treated group (4.82 ± 0.18 mg/CL), but higher than AI+VEH treated group (Fig. 2b). The aromatase protein level was low in CL of day 12 pregnancy, but was higher in CL of day 16 VEH treated group (Fig. 2c). AI treatment significantly decreased the aromatase level compared to day 16 VEH treated group (Fig. 2c). Co-administration of E_2_ during AI treatment prevented the inhibition of aromatase level (Fig.2c; luteal E_2_ levels 21.5 ± 1.56 pg/mg CL). Cyclin D1 levels were low on day 16 pregnancy and day 16 AI treated group, but was higher in AI+E_2_ treated group (Fig. 2d). To further determine E_2_ effect on cell proliferation, the cell proliferation marker, ki67 expression was examined in the CL. The intensity of expression was higher in CL of AI+E_2_ treated animals (Fig. 2e). The lipid content of luteal cells was examined by oil red O staining and more lipid droplets could be visualized in AI+E_2_ treated group (Fig. 2f).

### Microarray analysis of CL

The analysis at two fold cut off identified differential expression of 167 genes (73 and 94 genes, up and down regulated genes) in CL of AI treated rats. 

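CL were collected from rats on day 12 of pregnancy without treatment and on day 16 after 4 days of vehicle (VEH), of anastrozole, an inhibitor of aromatase (AI, 1 mg/kg BW per day), or of AI with E2 (AI+E2). The paper gives the E2 dose as 5 µg in the morning and in the evening, and the sample labels give 10 µg per day. Luteal RNA of 3 rats per group was hybridised to 12 Affymetrix Rat Gene arrays, with 1 rat per array. The authors normalized the arrays by RMA, which corrects the background, equalises the distributions of the arrays and summarises the probes of each probe set, and deposited log2 values for 29214 probe sets. From there, each of the 14509 genes with a symbol was read from 1 probe set, and all 12 arrays were fitted together with limma, so that the 4 groups shared 1 estimate of the spread with 8 residual degrees of freedom. Adjusted p values are from limma with Benjamini-Hochberg adjustment over the 14509 genes, and a gene rose or fell where its adjusted p was under 0.05. Log2 fold changes are differences between group means of log2 values and are given with their standard error (SE). The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3, two-sided, cannot go below p = 0.1. The lists of genes and the rule for the genes named were fixed before the data were examined, apart from the values of Tables S5 and S6 and Fig. 3B. Each list was compared with all other genes by camera at a preset correlation of 0.01 between its members, and again with an estimated correlation. The choice of 1 probe set per gene, the shared spread and the absence of a filter on dim probe sets could each change counts. In AI against VEH at 2-fold, 156 genes were counted. The mean of a gene's probe sets and a fit on the compared groups alone each gave 156. Leaving out the 25% or the 50% of genes of lower signal gave 153 and 142. At 1.5-fold, these alternatives gave 526, 528, 522 and 490, against 529.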

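Transcripts of cholesterol synthesis enzymes were higher in CL of AI treated rats. Of 20 measured genes of cholesterol synthesis and uptake, 19 rose and 1 fell in AI against VEH (19 and 1 adjusted over the list alone), with a median log2 fold change of 1.85 (camera, adjusted p = 1.61e-36, and adjusted p = 0.00279 with an estimated correlation). Cyp51, the lanosterol demethylase, had a log2 fold change of 3.21 (SE 0.081, adjusted p = 1.30e-12), and Sqle, the squalene epoxidase, one of 2.94 (SE 0.079, adjusted p = 2.52e-12). Msmo1 and Idi1, enzymes of a later and an earlier step, rose by 3.04 and 3.45 on the log2 scale (adjusted p = 9.71e-11 and 6.36e-10). The member that fell was Hsd17b7, at -0.21 (adjusted p = 0.0251), which was named after its values were seen. The steroidogenic enzyme gene Cyp17a1 was 22.4-fold higher in AI, with a log2 fold change of 4.48 (SE 0.096, adjusted p = 3.21e-13). Atp6v0d2, a subunit of the vacuolar proton pump, and Svs5 rose by 3.94 and 3.19 (adjusted p = 1.30e-12 and 5.66e-10).
Glod5 was 14.5-fold lower in AI, with a log2 fold change of -3.85 (SE 0.11, adjusted p = 4.33e-12). Rtn1, Enpp3, Gabrg3 and Cd80 also fell, with log2 fold changes of -2.52, -2.48, -2.46 and -2.37 (adjusted p = 2.86e-10, 1.05e-09, 2.51e-11 and 2.35e-08). Bcat1, a transaminase of branched-chain amino acids, and Kcnq1, a potassium channel, fell by 2.35 and 1.93 (adjusted p = 2.51e-11 and 2.31e-10).
Lists of endothelial, smooth muscle, macrophage and luteal markers were called in AI against VEH at camera's preset correlation. Each of these calls was lost with an estimated correlation. Of 11 endothelial markers, 0 rose and 8 fell (0 and 9 adjusted over the list alone), with a median log2 fold change of -0.44 (camera, adjusted p = 4.91e-06, and adjusted p = 0.109 with an estimated correlation). Of 11 smooth muscle and pericyte markers, 0 rose and 4 fell (0 and 7 adjusted over the list alone, 7 falls without VEH replicate 3), with a median log2 fold change of -0.30 (camera, adjusted p = 0.00253, and adjusted p = 0.382 with an estimated correlation). Of 15 macrophage markers, 4 rose and 0 fell (4 and 0 adjusted over the list alone, 2 rises without AI replicate 3), with a median log2 fold change of 0.18 (camera, adjusted p = 0.00716, and adjusted p = 0.107 with an estimated correlation), and the median was 0.28 without VEH replicate 1. Of 9 luteal cell markers, 5 rose and 2 fell (5 and 2 adjusted over the list alone, 3 rises without AI replicate 1), with a median log2 fold change of 0.21 (camera, adjusted p = 0.0152, and adjusted p = 0.107 with an estimated correlation). The luteal call was lost with quantile normalization applied again (median 0.039).
At a fold change of at least 2 and an adjusted p under 0.05, 156 genes differed between AI and VEH, 69 of them higher and 87 lower in AI. Over all 29214 probe sets, named or not, the count was 270, with 90 higher and 180 lower.

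**Figure D1:**
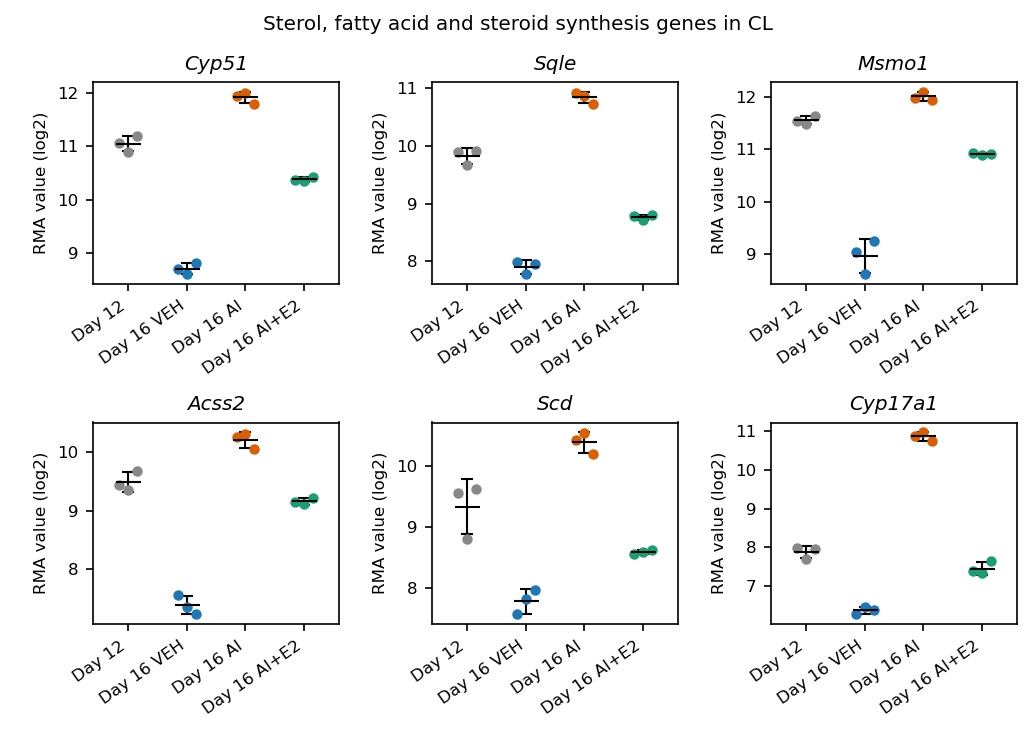
RMA values (log2) of 6 genes in CL of day 12 and of day 16 VEH, AI and AI+E2 treated rats, with single arrays as points (n = 3 per group) and the mean and SD as bars, on axes that do not start at 0. In each of the 6 genes the 3 AI arrays lie above the 3 VEH arrays, and the mean of the AI+E2 arrays lies between those of AI and VEH.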

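In rats given E2 along with AI, the cholesterol synthesis genes were lower than with AI alone. Of the 20 measured, 0 rose and 19 fell in AI+E2 against AI (1 and 19 adjusted over the list alone), with a median log2 fold change of -1.02 (camera, adjusted p = 3.71e-30, and adjusted p = 0.00541 with an estimated correlation). Cyp17a1 was 10.6-fold lower, with a log2 fold change of -3.41 (SE 0.096, adjusted p = 1.74e-11). Sqle and Cyp51 fell by 2.07 and 1.54 on the log2 scale (adjusted p = 5.18e-10 and 1.01e-08), and Svs5 and Atp6v0d2 fell by 2.99 and 2.65 (adjusted p = 5.09e-09 and 5.18e-10). Cyp1b1, an estrogen hydroxylase, and Nampt, an enzyme of NAD synthesis, fell by 2.22 and 1.72 (adjusted p = 1.27e-08 and 3.44e-09).
The milk protein gene Csn1s1 was 17.2-fold higher in AI+E2 than in AI, with a log2 fold change of 4.11 (SE 0.16, adjusted p = 6.61e-10). Akr1c3 belongs to a family of closely related reductases whose transcripts can share probes, so its value is uncertain, and it was higher by 2.52 (SE 0.24, adjusted p = 4.28e-06) on the log2 scale. Phex, Acot1 and Rasgrp1 rose by 2.67, 2.38 and 2.26 (adjusted p = 7.01e-09, 7.01e-09 and 2.97e-09).
Of 14 genes of prolactin and LH signalling, 4 rose and 0 fell (8 and 0 adjusted over the list alone), with a median log2 fold change of 0.16 (camera, adjusted p = 0.00402, and adjusted p = 0.0346 with an estimated correlation). Those that rose included Akr1c3 and Prlr, the prolactin receptor, which rose by 0.59 (adjusted p = 1.65e-05). Of 14 genes of endoplasmic reticulum stress and amino acid response, 8 rose and 3 fell (8 and 3 adjusted over the list alone), with a median log2 fold change of 0.29 (camera, adjusted p = 0.00402, and adjusted p = 0.154 with an estimated correlation). Creld2 and Pdia4, which act in protein folding, rose by 1.31 and 1.15 (adjusted p = 2.47e-08 and 7.01e-09). Of 17 immediate early genes, 4 rose and 1 fell (6 and 1 adjusted over the list alone, 2 rises without AI replicate 1 or AI+E2 replicate 1), with a median log2 fold change of 0.17 (camera, adjusted p = 0.0102, and adjusted p = 0.185 with an estimated correlation). The nuclear receptor gene Nr4a1 rose by 1.39 (adjusted p = 5.58e-06). The calls of the prolactin and immediate early lists were lost when the 50% of genes with the lower mean signal were left out.
Of 5 red blood cell markers, 0 rose and 2 fell (1 and 2 adjusted over the list alone), with a median log2 fold change of -0.25 (camera, adjusted p = 0.208). Those that fell were Hbb-b1 and Hbb, by 1.25 and 1.04 (adjusted p = 0.00189 and 0.00352). The call of Hbb-b1 was lost with the methods' t-test after adjustment. The red blood cell list gained a call, with a lower median, when the 25% of genes of lowest mean signal were left out. Of the 11 endothelial markers, 1 rose and 0 fell (0 and 0 adjusted over the list alone), with a median log2 fold change of 0.015 (camera, adjusted p = 0.841). In all, 110 genes differed at least 2-fold at an adjusted p under 0.05, 66 higher and 44 lower in AI+E2 than in AI.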

Following AI+E_2_ treatment, differential expression of 134 genes (81 and 53 up and down regulated genes) were identified (Fig. 3a). The differential expression of 61 genes identified in AI treated group was reversed in AI+E_2_ treated group. 

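Genes that were higher with AI and lower again with AI+E2 included the sterol and fatty acid genes Cyp51, Lss, Insig1, Scd and Elovl6, and genes that went the other way included Glod5, Enpp3, Phex and Rasgrp1. At the 2-fold threshold in both comparisons, 55 genes moved in opposite directions, 29 of them up with AI and down with AI+E2 and 26 down and then up, while 3 genes, Akr1c3, Ass1 and Tfrc, named after their values were seen, moved in the same direction. Scd, the stearoyl-CoA desaturase, rose by 2.60 on the log2 scale with AI and fell by 1.79 with AI+E2 (adjusted p = 2.95e-08 and 2.74e-06). Enpp3 and Glod5 rose by 2.33 and 2.64 with AI+E2 (adjusted p = 7.01e-09 and 9.90e-10).
Not all of the 55 genes were back at the level of VEH treated rats. In AI+E2 against VEH, 27 of them still differed on the side to which AI had moved them, 7 differed on the other side and 21 did not pass the test. The median share of the AI change that was left was 29.4% for the 29 genes up with AI and 1.65% for the 26 down with AI, of genes chosen for a return of at least 2-fold. Of the 29, 19 still differed on the side of AI, 3 on the other side and 7 did not pass. Of the 26, the numbers were 8, 4 and 14. Shares of single genes went both ways, from -99.3% (Bpifc) to 64.0% (Msmo1) in the 29. In the 26 they went from -53.7% (Acot1) to 55.1% (Gabrg3).
Both comparisons use the 3 AI arrays. In 20 simulations of unchanged groups that shared arrays in this way, 0 genes moved in opposite directions. Unchanged groups hardly pass the threshold in any case, so this 0 does not measure the effect of the shared arrays. Independent lists of the same sizes would share 0.209 genes that go up and then down and 0.396 that go down and then up. Across genes, which are not independent replicates, the fold changes of the 2 comparisons correlated at r = -0.61, against -0.50 in the simulations. Their covariance was -0.0375, against -0.00384 in the simulations, a difference of -0.0337. The 3 AI arrays cannot be split into parts of at least 2 each, so part of the excess may come from the shared arrays.

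**Figure D2:**
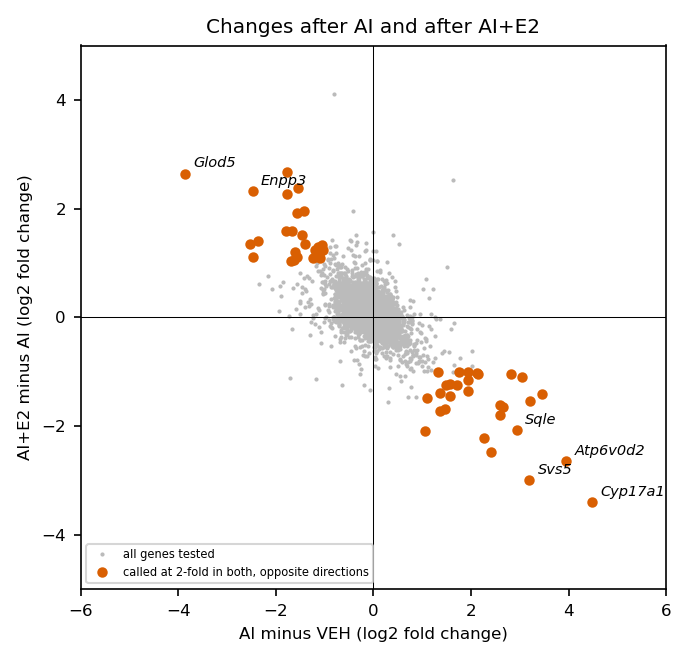
Log2 fold changes of 14509 genes in AI against VEH (horizontal axis) and in AI+E2 against AI (vertical axis). Grey points are all genes tested and orange points are the 55 genes past the 2-fold threshold in both comparisons in opposite directions, with Cyp17a1 at the lower right and Glod5 at the upper left.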

The list of differentially expressed genes in the microarray data with >1 fold cut off was used with a view to select maximum number of differentially expressed E_2_ responsive genes for purpose of carrying out pathway analysis. The number of up and down regulated genes and the number of commonly regulated genes between AI and AI+E_2_ treated groups are presented in Fig. 3a. 

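Compared directly with VEH treated rats, CL of AI+E2 treated rats had higher Akr1c3 and lower Ass1 and Tfrc transcripts. Akr1c3, uncertain because of its close relatives, was 17.7-fold higher, with a log2 fold change of 4.14 (SE 0.24, adjusted p = 2.82e-08). Zfp347 rose by 2.42 on the log2 scale (adjusted p = 5.10e-07). Ass1, the argininosuccinate synthase, and Tfrc, the transferrin receptor, fell by 2.83 and 2.33 (adjusted p = 2.82e-08 and 1.80e-08). Of 20 genes of cholesterol synthesis and uptake, 15 rose and 2 fell in AI+E2 against VEH (17 and 2 adjusted over the list alone), with a median log2 fold change of 0.70 (camera, adjusted p = 4.24e-18, and adjusted p = 0.0283 with an estimated correlation). Of 11 endothelial markers, 0 rose and 6 fell (0 and 9 adjusted over the list alone), with a median log2 fold change of -0.33 (camera, adjusted p = 5.08e-06, and adjusted p = 0.0848 with an estimated correlation). In this comparison 102 genes passed the 2-fold threshold, 47 higher and 55 lower, and all probe sets gave 215, with 72 higher and 143 lower.
At the 1.5-fold threshold, 529 genes differed between AI and VEH, 180 higher and 349 lower in AI, and 385 differed between AI+E2 and AI, 252 higher and 133 lower in AI+E2. Between these comparisons 206 genes moved in opposite directions, 86 up and then down and 120 down and then up, and 7 moved the same way, where independent lists would share 1.65 and 6.06 genes that reverse. For AI against VEH, the methods' t-test gave, after adjustment, 344 genes, 127 higher and 217 lower, and all probe sets gave 813, 268 higher and 545 lower.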

From the differentially expressed genes, eight genes were subjected to qPCR analysis to validate the microarray data and the results are presented in Fig. 3B. 

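Of the 8 genes, 1 is not analysed here. In AI against VEH, Igfbp5, Pappa and Igf1r were higher, Rab27a and Cyp19a1 were lower, and Esr1 did not pass the test. Igf1 passed it, but not without any 1 of VEH replicates 1 and 3 (0.29 and 0.28) and AI replicates 1 and 2 (0.30 and 0.21). Rab27a, a small GTPase of vesicle transport, had an RMA value of 8.69 ± 0.26 (SD, n = 3) in VEH and 6.54 ± 0.052 (SD, n = 3) in AI. This is a log2 fold change of -2.15 (SE 0.14, adjusted p = 2.48e-08). Cyp19a1, which encodes aromatase, had 12.09 ± 0.014 (SD, n = 3) in VEH and 11.82 ± 0.065 (SD, n = 3) in AI. Its change was -0.27 (SE 0.060, adjusted p = 0.00452) on the log2 scale. Esr1, the estrogen receptor alpha gene, had -0.051 (adjusted p = 0.797), and a second probe set of the gene gave 0.11.
In AI+E2 against VEH, Cyp19a1 was at 11.27 ± 0.027 (SD, n = 3) and Rab27a at 7.30 ± 0.19 (SD, n = 3). They fell by 0.82 and 1.39 on the log2 scale (adjusted p = 3.08e-07 and 5.07e-06), and Pappa fell by 0.59 (adjusted p = 5.74e-05). Igfbp5, Igf1 and Igf1r were higher than in VEH by 0.50, 0.53 and 0.25 (adjusted p = 0.00158, 0.00117 and 0.0265), and Esr1 had 0.22 (adjusted p = 0.192). The Igf1r call in this comparison was lost without any 1 of VEH replicates 1 and 2 (0.25 and 0.23) and AI+E2 replicates 1, 2 and 3 (0.24, 0.26 and 0.24).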

The goodness of fit analysis of the data yielded a good correlation coefficient ‘r’ values for AI [0.7349 (*P* = 0.0378)] and AI+E_2_ [0.7372 (*P* = 0.0369)] treatments which suggested that qPCR data corroborated well with the microarray data (Fig. 3c).

**Fig. 3:**
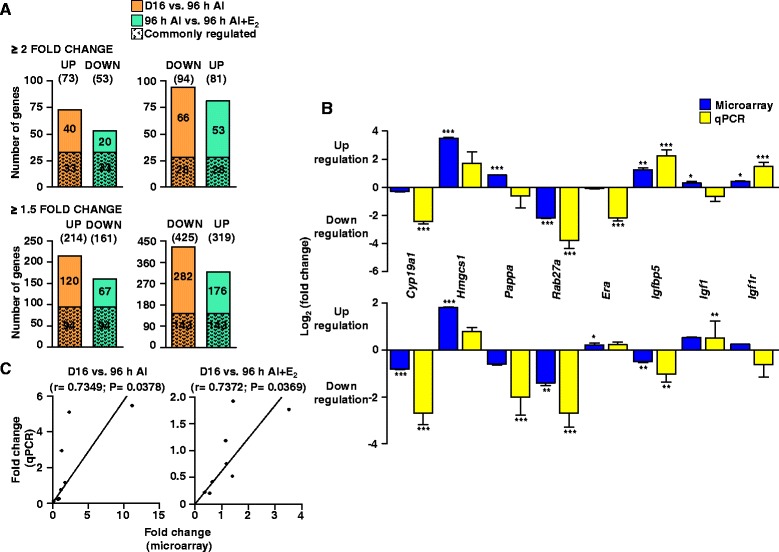
Schematic representation of temporal changes in differentially expressed genes and validation of microarray data of select genes by qPCR analysis. **a** Bar graphs representing the number of differentially expressed genes identified after microarray analysis of CL tissues collected from rats treated with VEH, AI & AI+E_2_ treatments. Data analyzed by Bioconductor analysis tool employing ≥2 and ≥1.5 fold change cut-offs. A comparison of total number of up regulated and down regulated genes between VEH vs. AI (*orange bars*) and vs. AI+E_2_ (*green bars*). The commonly regulated genes post E_2_ deprivation whose expression reversed with E_2_ replacement is represented by filled bars. **b** The fold change expression (microarray data) of selected up and down regulated genes associated with specific biological process at AI and AI+E_2_. These genes were also subjected to qPCR analysis and log_2_ (fold change) expression. Individual bars for each gene represents mean±SEM values in mRNA expression for microarray analysis (*blue bars*) and qPCR analysis (*yellow bars*) during different treatments (*n* = 3 for microarray analysis and *n* = 4 for qPCR analysis. *Upper panel*, VEH vs. AI and *lower panel*, VEH vs. AI+E_2_. ^***^ *P* <0.001, ^**^ *P* <0.01, ^*^ *P* <0.05). Individual bars for each gene represents mean±SEM values in mRNA expression for microarray analysis (*blue bars*) and qPCR analysis (*yellow bars*) during different treatments (*n* = 3 for microarray analysis and *n* = 4 for qPCR analysis. ^***^ *P* <0.001, ^**^ *P* <0.01, ^*^ *P* <0.05). **c** Correlation analysis between expression ratios obtained from microarray and qPCR analyses of few genes post different treatments (*n* = 8 genes/treatment). Linear regression analysis was performed for selected differentially expressed genes using qPCR fold change in expression values (2^-ΔΔCT^; Y-axis) with fold change expression values obtained by microarray analysis (X-axis). The r value, correlation coefficient, generated for the theoretical line of best fit (represented as *solid line* in each panel) and the *P* value indicates significance of the correlation as determined by ‘F’ test

### Pathway analysis of microarray data

The ingenuity pathway analysis (IPA) software was used to classify the differentially expressed genes (1.5 fold cut off) into different function and disease categories. The IPA analyses revealed that 85–90 % of the differentially expressed genes were function or pathway eligible. Nine networks were identified with score and number of focus molecules ranging from as low as one to as high as 22. The details of different networks for AI and AI+E_2_ treatment groups are highlighted in Additional file 4: Table S3 and Additional file 5: Table S4. The IPA software analysis indicated that six networks (network #1, 2, 3, 5, 6 and 8) for VEH vs. AI treatment and four networks (network #2, 3, 7 and 8) for AI vs. AI+E_2_ treatment were found to overlap with each other directly or indirectly. The network selection was further categorized into differentially regulated genes associated with E_2_ target (Fig. 4), steroidogenesis (Additional file 6: Figure S2A) and growth factors (Additional file 6: Figure S2B) with 26, 26 and 16 focus molecules, respectively. The findings emphasize the role for E_2_ in the regulation of CL function.

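Among steroidogenesis genes, a few moved strongly in CL of AI treated rats. Of 18 measured, 8 rose and 2 fell in AI against VEH (8 and 3 adjusted over the list alone), with a median log2 fold change of 0.071 (camera, adjusted p = 0.0286, and adjusted p = 0.271 with an estimated correlation). Fdx1, the electron carrier of the mitochondrial steroid enzymes, had a log2 fold change of 1.18 (SE 0.072, adjusted p = 1.66e-08), and Akr1c3, uncertain because of its close relatives, one of 1.63 (SE 0.24, adjusted p = 2.03e-04). Scarb1, a lipoprotein receptor, rose by 0.30 on the log2 scale (adjusted p = 0.00177). Of the same genes, 2 rose and 5 fell in AI+E2 against AI (4 and 8 adjusted over the list alone), with a median log2 fold change of -0.084 (camera, adjusted p = 0.104). The call in AI against VEH was also lost with array weights, with quantile normalization applied again and without VEH replicate 3 (median 0.014), and without VEH replicate 1 the median was 0.15.
Of 19 textbook estrogen-induced genes, 3 rose and 4 fell in AI against VEH (4 and 4 adjusted over the list alone), with a median log2 fold change of 0.031, a mean of opposite sign (-0.017) and a set test directed lower (camera, adjusted p = 0.749). Vegfa, a growth factor of endothelium, and Ckb, a creatine kinase, fell by 0.47 and 0.32 (adjusted p = 7.64e-05 and 0.00283). Of the textbook genes, 3 rose and 3 fell in AI+E2 against AI (3 and 6 adjusted over the list alone), with a median log2 fold change of -0.016, a mean of opposite sign (0.053) and a set test directed higher (camera, adjusted p = 0.996). Gal, which encodes galanin, rose by 1.37 (adjusted p = 4.72e-06). Of 14 genes of estrogen receptors and cofactors, 2 rose and 1 fell in AI against VEH (2 and 1 adjusted over the list alone), with a median log2 fold change of -0.028, a mean of opposite sign (0.0094) and a set test directed higher (camera, adjusted p = 0.731). In AI+E2 against AI 0 rose and 1 fell (0 and 1 adjusted over the list alone), with a median log2 fold change of 0.069 (camera, adjusted p = 0.756).
The calls of Akr1c3, Scarb1 and Ckb in AI against VEH were lost with the methods' t-test after adjustment.
The paper sorts differentially expressed genes into E2 target, steroidogenesis and growth factor networks. It says of its pathway findings that they emphasize a role of E2 in CL function.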

**Fig. 4:**
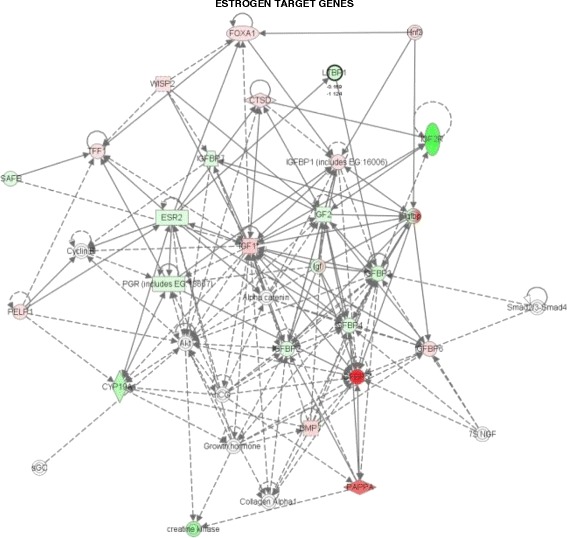
Classification of differentially expressed genes into E_2_ target genes by Ingenuity Pathway Analysis (IPA). IPA of the differentially regulated genes post AI treatment shows a network of 26 focus molecules. The network is displayed graphically as nodes (gene/gene products) and edges (biological relationship between nodes). They are represented by different shapes with their expected regulation of a particular cellular or biological function. The red and green nodes represent up and down regulated genes or their products. The intensity of node colour indicates the abundance and various shapes of the nodes represent molecular class of the gene product. The solid lines indicate interaction of molecules being discussed that have been validated through various experiments and reported in literature. On the other hand, the dashed lines are tentative interaction which are not yet completely validated and are based on computationally designed programs

### Expression of E_2_ responsive genes in the pregnant CL

All 89 genes that were regarded as E_2_ responsive genes were identified to be differentially expressed post AI and AI+E_2_ treatments. There were 41 (up) and 48 (down) genes differentially expressed post AI treatment. 

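Of the paper's E2 responsive genes, the 24 named in Tables S5 and S6 are described here and the other members are not analysed here. Of these genes, 11 rose and 3 fell in AI against VEH (13 and 3 adjusted over the list alone, 7 rises without VEH replicate 2 or AI replicate 1), with a median log2 fold change of 0.21. The study chose them on these same arrays, so the count is not independent evidence of their direction. The growth factor genes Wnt5a and Tgfa rose by 0.77 and 0.52 on the log2 scale (adjusted p = 3.44e-07 and 5.33e-04). Fst, which encodes follistatin, had a log2 fold change of 0.39 (SE 0.12, adjusted p = 0.0350), and Ccnd1, which encodes cyclin D1, one of -0.38 (SE 0.074, adjusted p = 0.00197). Nr0b2, Wnt4 and Igfbp3 had log2 fold changes of -0.18 (adjusted p = 0.319), -0.10 (adjusted p = 0.506) and -0.16 (adjusted p = 0.165). The Fst call was lost without any 1 of VEH replicates 2 and 3 (0.41 and 0.30) and AI replicates 1, 2 and 3 (0.42, 0.41 and 0.33), with the methods' t-test after adjustment, with array medians set equal (0.36) and over all probe sets. The calls of Tgfa and Ccnd1 were lost only with the methods' t-test after adjustment.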

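Of the 24 genes named in Tables S5 and S6, 1 rose and 10 fell in AI+E2 against AI (3 and 17 adjusted over the list alone), with a median log2 fold change of -0.23. Since the study chose them on these arrays, the count is not independent evidence of their direction. Wnt5a had a log2 fold change of -0.93 (SE 0.061, adjusted p = 9.11e-08). Nr0b2, an orphan nuclear receptor gene, and Cyp19a1 fell by 0.72 and 0.54 on the log2 scale (adjusted p = 2.77e-04 and 1.59e-05), and the chaperone gene Hsp90aa1 fell by 0.44 (adjusted p = 0.00109). Fst was the gene that rose, at 0.74 (SE 0.12, adjusted p = 4.85e-04). Ccnd1 had -0.22 (adjusted p = 0.0601). The Hsp90aa1 call was lost with the methods' t-test after adjustment.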

Following E_2_ replacement, 38 (up) and 51 (down) E_2_ responsive genes were differentially expressed compared to AI treated group. Venn diagrams were constructed to highlight those genes whose expression pattern was reversed in CL of animals receiving AI+ E_2_ treatment (Fig. 5a). 

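Among the 24 genes of Tables S5 and S6, 5 rose in AI against VEH and fell in AI+E2 against AI at an adjusted p under 0.05, Igfbp5, Pappa, Wnt5a and Xbp1 among them, and 0 genes went down and then up. Xbp1, a transcription factor of the secretory pathway, changed by 0.18 (adjusted p = 0.0400) and then by -0.25 (adjusted p = 0.00909) on the log2 scale. Counted by sign alone, whether or not they passed the test, the changes of 12 of the genes were opposite. Cyp19a1 and Vegfa fell in both comparisons, Vegfa by 0.37 with AI+E2 (adjusted p = 9.66e-04). These tables were sorted on the same arrays, so the counts are not independent evidence. The rise of Xbp1 was lost without any 1 of VEH replicates 2 and 3 (0.17 and 0.16), AI replicates 1 and 3 (0.18 and 0.17) and AI+E2 replicates 1 and 3 (0.18 and 0.18), with the methods' t-test after adjustment, with only the arrays compared, with array medians set equal (0.16) and with the replicate number as a block. The fall of Vegfa with AI+E2 was lost with the methods' t-test after adjustment.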

As many as 56 genes [30 (up) and 26 (down)] were found to have their expression pattern reversed in AI+E_2_ treated rats (Fig. 5a). The initial analysis highlighted a set of authentic E_2_ responsive genes and a few of these genes were selected for further analysis. The list of top 15 up and down differentially expressed genes regarded as E_2_ responsive genes both in AI and AI+E_2_ treatment groups are provided in Additional file 7: Table S5 and Additional file 8: Table S6.

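Tables S5 and S6 give the probe set, the fold change and the gene for 15 genes each, and a fall is written as a negative fold change. From the deposited values, the fold changes of the 15 genes of Table S5 in AI against VEH ran from 1.12 for Pelp1 to 2.38 for Igfbp5. Maff and Ncoa2, a transcription factor and a receptor coactivator, had log2 fold changes of 0.26 (adjusted p = 0.0286) and 0.22 (adjusted p = 0.0394). Bmp7, Igfbp6, Erbb2 and Pelp1 had 0.25 (adjusted p = 0.0669), 0.21 (adjusted p = 0.154), 0.20 (adjusted p = 0.123) and 0.16 (adjusted p = 0.165). Of the genes of Table S6, Wnt4 fell by 0.43 in AI+E2 against AI (adjusted p = 0.00369), and Igfbp3, Tgfa and Igfbp7 had -0.18 (adjusted p = 0.127), -0.24 (adjusted p = 0.0988) and -0.14 (adjusted p = 0.208). The Maff call was lost without any 1 of VEH replicates 1 and 2 (0.19 and 0.26) and AI replicates 1 and 2 (0.26 and 0.21), with the methods' t-test after adjustment, with cyclic loess (0.22) and with array medians set equal (0.23). The Ncoa2 call was lost without any 1 of VEH replicates 2 and 3 (0.21 and 0.16), AI replicates 1, 2 and 3 (0.23, 0.23 and 0.20) and AI+E2 replicates 1 and 2 (0.22 and 0.22), with the methods' t-test after adjustment, with only the arrays compared, with a trended and robust variance model, with array medians set equal (0.20), over all probe sets and with the replicate number as a block. The call of Wnt4 was lost with the methods' t-test after adjustment.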

**Fig. 5:**
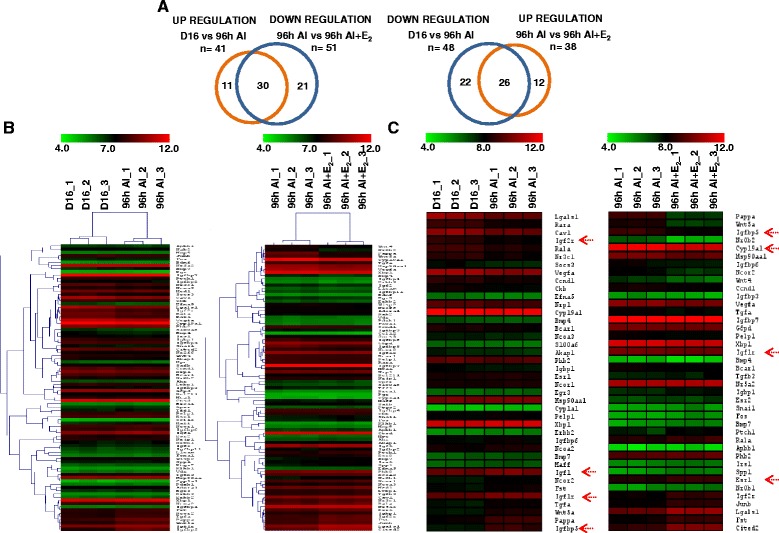
Schematic representation and dendrogram generated after hierarchical clustering of differentially expressed E_2_ responsive genes during different treatments. **a** Venn diagrams representing the number of differentially expressed genes post different treatments. Data was analyzed by Bioconductor analysis tool. Thirty and 26 genes that were identified as up and down regulated after E_2_ inhibition that were identified as down and up regulated with E_2_ replacement treatment. A comparison of total number of up and down regulated genes was done across AI (*orange*) and AI+E_2_ (*blue*). **b** Heat map or combined tree of the hierarchy analysis (by clustering gene identity and conditions) for probe sets at each time point. i.e. VEH vs. AI and AI vs. AI+E_2_. The plot includes two dendrograms- vertical dendrogram for gene identity, and horizontal for different treatments. A visual dual colour code, red and green, is utilized to indicate relatively up or down regulation, respectively. Top of each dendrogram shows the condition colour bar with the parameters in each interpretation. **c** Top 40, up and down regulated genes from the analysis were utilized to construct heat map to get a view of the differentially regulated E_2_ regulated genes post different treatments. The top of each dendrogram shows the condition colour bar. Hovering over the cells of the heat map, the normalized intensity values are represented in various shades of red and green indicating relatively either up or down regulation, respectively. The row header shown on the right side represents the complete entity name or gene symbol. The genes *Cyp19a1, Igfbp5, Igf1, Igf1r,* and Esr1 are further highlighted with *red arrows*

### Hierarchical clustering of E_2_ regulated genes

A dendrogram (heat map) view produced by hierarchical clustering of E_2_ regulated genes from AI and AI+E_2_ treatments is represented in Fig. 5b. Further, top 40 differentially expressed E_2_ responsive genes were used to construct heat map as in Fig. 5c. The differentially expressed genes belonging to IGF system were selected for further studies.

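Genes of the IGF system went in both directions in CL of AI treated rats. Igfbp5, which binds IGFs outside the cell, had an RMA value of 7.66 ± 0.040 (SD, n = 3) in VEH, 8.91 ± 0.22 (SD, n = 3) in AI and 8.16 ± 0.074 (SD, n = 3) in AI+E2, from probe set 10928837. This is a log2 fold change of 1.25 (SE 0.092, adjusted p = 1.38e-07) in AI against VEH and one of -0.75 (SE 0.092, adjusted p = 3.90e-05) in AI+E2 against AI. Pappa, a protease of IGF-binding proteins, had 8.15 ± 0.10 (SD, n = 3) in VEH, 9.02 ± 0.026 (SD, n = 3) in AI and 7.55 ± 0.075 (SD, n = 3) in AI+E2. It rose by 0.87 with AI and fell by 1.46 with AI+E2 on the log2 scale (adjusted p = 7.22e-07 and 7.01e-09). Igf2r, a receptor that clears IGF2, fell by 0.60 with AI and rose by 0.69 with AI+E2 (adjusted p = 2.02e-04 and 7.81e-05), and Stc1 rose by 1.42 with AI+E2 (adjusted p = 8.84e-06).
Igf1 was at 9.60 ± 0.084 (SD, n = 3) in VEH and 9.91 ± 0.21 (SD, n = 3) in AI, with a log2 fold change of 0.31 (SE 0.093, adjusted p = 0.0329). In AI+E2 against AI it had 0.22 (adjusted p = 0.155). Igf1r, the receptor for IGF1, was at 9.44 ± 0.032 (SD, n = 3) in VEH and 9.87 ± 0.036 (SD, n = 3) in AI, with a log2 fold change of 0.43 (SE 0.069, adjusted p = 3.68e-04), and in AI+E2 against AI it had -0.18 (adjusted p = 0.105). Of 17 genes of the IGF system, 5 rose and 2 fell in AI against VEH (5 and 2 adjusted over the list alone, 3 rises without VEH replicate 1 or AI replicate 2), with a median log2 fold change of -0.014, a mean of opposite sign (0.089) and a set test directed higher (camera, adjusted p = 0.301). Of them, 2 rose and 3 fell in AI+E2 against AI (2 and 5 adjusted over the list alone), with a median log2 fold change of -0.10 (camera, adjusted p = 0.233). Of 18 genes of PI3K-Akt signalling, 0 rose and 5 fell in AI against VEH (0 and 7 adjusted over the list alone, 3 falls without VEH replicate 1 or 2 or 3 or AI replicate 1 or 3), with a median log2 fold change of -0.078 (camera, adjusted p = 0.133), and the median was -0.021 without VEH replicate 1 and -0.15 without VEH replicate 3. With AI+E2 against AI, 1 rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.048 (camera, adjusted p = 0.126). Akt1 had -0.25 (adjusted p = 0.0106) and 0.45 (adjusted p = 1.34e-04) in these comparisons.
The Igf1 call in AI against VEH was lost without any 1 of VEH replicates 1 and 3 (0.29 and 0.28) and AI replicates 1 and 2 (0.30 and 0.21), with the methods' t-test after adjustment, with only the arrays compared, with array medians set equal (0.28) and over all probe sets. The Akt1 call in AI against VEH was lost without VEH replicate 2 (-0.22) and with the methods' t-test after adjustment. The call of Igfbp5 in AI+E2 against AI was lost with the methods' t-test after adjustment.

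**Figure D3:**
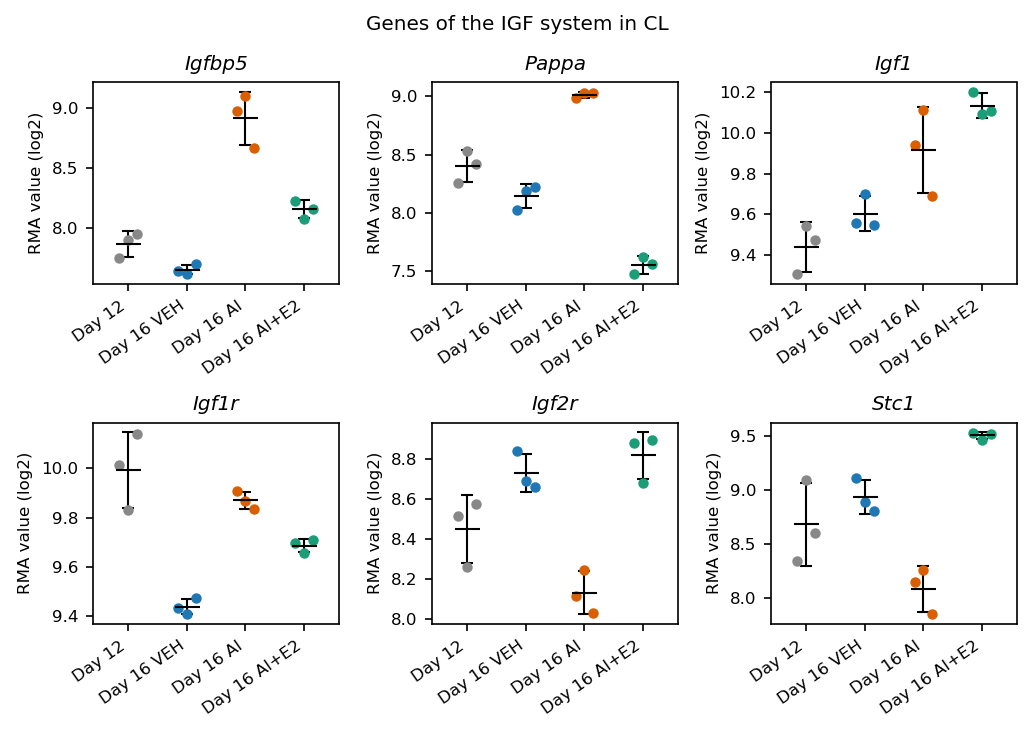
RMA values (log2) of 6 genes of the IGF system in CL of day 12 and of day 16 VEH, AI and AI+E2 treated rats, with single arrays as points (n = 3 per group) and the mean and SD as bars, on axes that do not start at 0. The 3 AI arrays lie above the 3 VEH arrays in Igfbp5, Pappa and Igf1r and below them in Igf2r.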

### Effects of AI and AI+E_2_ treatment on the IGF system in the CL

Figure 6 shows protein levels for IGFBP5, IGF1, pPI3K p85 and pAKT in the luteal tissue of AI and AI+E_2_ treated rats. IGFBP5 levels increased (Fig. 6a) and IGF1 levels decreased (Fig. 6b) in AI treated rats, but these changes were reversed following co-administration of E_2_ with AI (Fig. 6a and b). Analysis of signalling molecules downstream of both E_2_ and IGF signalling revealed that AI treatment significantly lowered IGF1 (Fig. 6b), pPI3K p85 (Fig. 6c) and non-significantly decreased pAKT levels (Fig. 6d) compared to VEH treatment, but these effects were reversed in AI+E_2_ treated rats (Fig. 6b-d). The distinct changes that follow post E_2_ inhibition in the CL tissue may be triggered by up regulation of IGFBP5 levels and accompanying decrease in the IGF and ER signalling (E_2_-ER/PI3K-Akt cascade). The results suggest a key role for E_2_ and its regulation of IGF signalling in the luteal tissue.

**Fig. 6:**
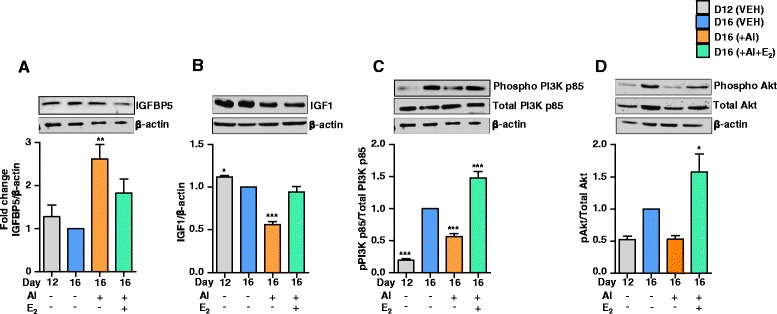
Effects of E_2_ inhibition and replacement on protein levels of IGFBP5, IGF1, pPI3K p85, Total PI3K p85, pAkt and Total Akt. Day12 pregnant rats received oral administration of AI (1 mg/kg BW) and 5 μg E_2_ (am and pm) s.c. twice daily. Protein levels of IGFBP5 (**a**), IGF1 (**b**), pPI3K p85 and Total PI3K p85 (**c**), and pAkt and total Akt (**d**). Protein lysates (50 μg) prepared from CL tissue from different treatments were resolved on 10/12 % SDS PAGE, transferred onto PVDF membrane and immunoblot analysis was performed using antibodies specific to each protein. A representative immunoblot for each of the antibody probed is shown. The immunoblot probed with β-actin antibody was used as loading control for each lane (same immunoblot was shown for panel A&C, since IGFBP5 and pPI3K p85 and total PI3K p85 were probed on the same blot). Each bar represents the fold change with respect to day 16 VEH and indicated as mean±SEM (*n* = 4 animals/time point), relative to intensity of β-actin for each treatment (one-way ANOVA, ^***^ *P* <0.001, ^**^ *P* <0.01, ^*^ *P* <0.05). For pPI3K p85 and pAkt, densitometric values were determined relative to intensity of Total PI3k p85 and total Akt, respectively

### Plasma IGF1 levels and IGF1 expression in liver and CL tissues

Treatment with AI had no effect on plasma IGF1 levels, whereas GH treatment significantly increased IGF1 levels and also in rats receiving AI+E_2_ treatment (Fig. 7a). A combination of AI+E_2_+GH increased IGF1 levels but not different from rats receiving GH alone (Fig. 7a). In the liver, IGF1 mRNA expression was higher in GH treated rats and the protein levels were higher in both GH and AI+GH treated rats (Fig. 7a), but no change in IGF1 mRNA expression and protein levels were observed in AI and AI+E_2_ treated rats (Fig. 7a).

**Fig. 7:**
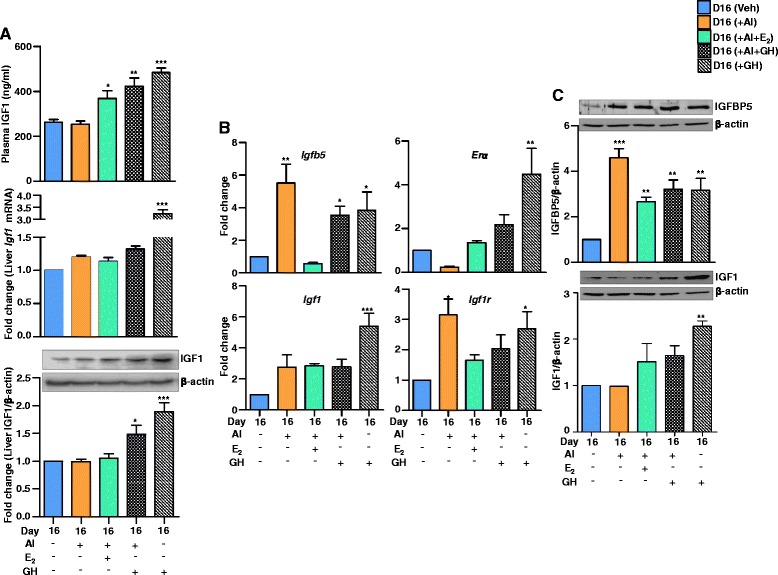
Circulating IGF1 levels and expression of IGF signalling molecules in liver and CL during different treatments. Day12 pregnant rats received oral administration of VEH (2 % ethanol)/AI (1 mg/kg BW), 5 μg (am and pm) E_2_ s.c. and 4 mg GH/kg BW (am and pm), s.c. daily for four days. **a** Upper panel, circulating plasma IGF1 concentrations during different treatments (*n* = 4 animals/time point). Individual bar represents mean±SEM plasma IGF1 concentrations during different treatments, one-way ANOVA, ^***^ *P* <0.001, ^**^ *P* <0.01, ^*^ *P* <0.05. **a** Middle panel, qPCR analysis of Igf1 mRNA. The results are shown as fold changes of mRNA expression during treatments compared to day 16 VEH. Each bar represents mean±SEM, one-way ANOVA, ^***^ *P* <0.001. **a** Lower panel, a representative immunoblot analysis of IGF1. β-actin was used as loading control for each lane. Each bar represents the fold change with respect to VEH treated liver and indicated as mean±SEM (one-way ANOVA, ^***^ *P* <0.001, ^*^ *P* <0.05 *n* = 4 animals/time point) relative to intensity of β-actin for each treatment. **b** qPCR fold change expression of *Igfbp5*, *Erα*, *Igf1* and *Igf1r* mRNA from different treatment groups. The fold expression change for VEH was set as 1 fold change. Individual bars for each gene represents mean±SEM fold change in mRNA expression for qPCR analysis during different treatments (*n* = 4, one-way ANOVA, ^***^ *P* <0.001, ^**^ *P* <0.01, ^*^ *P* <0.05). **c** A representative immunoblot analysis for IGFBP5 and IGF1 in CL during different treatments. β-actin was used as loading control for each lane. Each bar represents the fold change with respect to VEH treatment and indicated as mean±SEM (*n* = 4 animals/time point), relative to intensity of β-actin for each treatment (one-way ANOVA, ^***^ *P* <0.001, ^**^ *P* <0.01)

### Analysis of expression of genes associated with IGF signalling during different treatments

Since changes in expression of *Igfbp5*, *Erα* and *Igf1r* in CL of AI and AI+E_2_ treated rats were observed, effects of GH on expression of these genes were examined. GH treatment did not lead to significant increase in P_4_ levels (110.8 ± 10.4 ng/ml) on day 16 of pregnancy compared to VEH treated rats (105.2 ± 8.5 ng/ml). Administration of combination of AI+GH treatments resulted in decreased P_4_ concentrations (68.4 ± 6.2 ng/ml). The luteal weights were 3.9 ± 0.22 mg/CL and 3.4 ± 0.2 mg/CL following GH and AI+GH treatments compared to weight of 4.64 ± 0.12 mg/CL from VEH treated rats. GH treatment increased *Igfbp5* expression in CL (Fig. 7b), but combination of AI and GH did not further increase the *Igfbp5* expression (Fig. 7b). The *Erα* expression was high in CL of AI+GH treated rats, but was significantly higher in rats receiving GH treatment. Figure 7b shows expression of *Igf1* and *Igf1r* mRNA in CL of rats receiving VEH, AI, AI+E_2_, AI+GH and GH alone treatments during days 12–15 of pregnancy. The *Igf1* mRNA expression was significantly higher only in GH treated rats compared to all other treatments (Fig. 7b). Although *Igf1r* expression in CL was lower in AI+E_2_ treated rats, but the expression remained high in AI+GH and GH alone treated rats (Fig. 7b).

The protein levels of IGFBP5 and IGF1 in VEH treated rats were set as 1 fold and levels in other treatment groups were expressed in relation to the VEH treatment. The IGFBP5 levels increased significantly in all treatment groups (Fig. 7c). In the CL, IGF1 protein level did not increase with AI treatment, but significantly increased with GH treatment and was non-significantly higher in AI+E2 and AI+GH treated rats (Fig. 7c). However, in the liver tissue IGF1 levels were highest in GH treated rats, but was also higher in AI+E_2_ treated rats (Fig. 7a).

### Effect of flutamide (Flu) on CL function

AI treatment caused increased circulating T concentration. Employing androgen receptor antagonist, Flu, experiments were carried out to examine whether increased androgen concentration contributed to changes in CL weight and function. Serum T concentration for various treatments are presented in Fig. 8a. Treatment with AI resulted in significantly higher concentration of T compared to VEH treatment (Fig. 8a). Co-administration of Flu with AI treatment did not significantly alter T concentration compared to AI treated rats. The weight of CL in Flu treated rats was not significantly different from the VEH treated rats [4.82 ± 0.18 (VEH) vs. 4.51 ± 0.16 mg/CL (Flu)]. The mRNA expression of IGFBP5 was not significantly higher compared to its expression in CL of VEH treated rats (Fig. 8c). Surprisingly, increased expression of IGFBP5 seen in AI treated rats was not observed in AI+Flu treated rats (Fig. 8c). The protein levels of IGFBP5 in CL of Flu treated rats were high in AI+Flu treated rats, but was not statistically significant from the AI treated group (Fig. 8d).

**Fig. 8:**
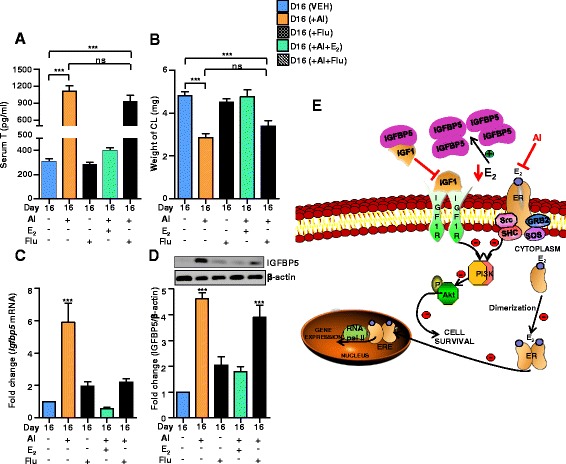
Effects of luteal E_2_ inhibition, replacement and androgen receptor antagonist on serum T, CL weight, IGFBP5 mRNA and protein levels. **a** and **b** circulating mean±SEM serum T concentrations and weight of CL during different treatments (*n* = 4 animals/time point and *n* = 12 CL/time point for weight calculation one-way ANOVA, ^***^ *P* <0.001). **c** qPCR expression analysis of *Igfbp5* in CL post different treatments. The results are shown as fold changes of mRNA expression compared with day 16 VEH group. Individual bars represents mean±SEM fold change during different treatments (*n* = 4 animals/time point, one-way ANOVA, ^***^ *P* <0.001). **d** Immunoblot analysis of IGFBP5. A representative immunoblot is shown. β-actin was used as loading control for each lane. Each bar represents the fold change with respect to day 16 VEH and indicated as mean±SEM (*n* = 4 animals/time point), relative to intensity of β-actin for each treatment (one-way ANOVA, ^***^ *P* <0.001). **e** Schematic representation of IGFBP5 modulation of classical IGF and E_2_ activated signalling pathways in the rat luteal cell. Increased IGFBP5 levels as a result of E_2_ inhibition by AI causes decrease in circulating IGF1 levels leading to decreased activation of IGF1R (a tyrosine kinase) resulting in decreased activation of PI3K and pAkt/PKB levels. Simultaneously, due to unavailability of E_2_ leads to inhibition of PI3K/Akt signalling pathway and thus inhibiting the survival pathway. *E*_*2*_ 17β-estradiol, *ER* estrogen receptor, *IGFBP5* insulin- like growth factor binding protein 5, *IGF1* insulin like growth factor 1, *IGF1R* IGF1 receptor, *Src* non receptor protein tyrosine kinase, *SHC* Src homology 2 domain containing transforming protein, *GRB2* growth factor receptor bound protein 2, *SOS* Son of sevenless, PI3K, phosphatidylinositol 3-kinase, *Akt* protein kinase B, *p* phosphate group, *ERE* estrogen response element, *AI* aromatase inhibitor, *ns* non-significant

## Discussion

In rats, the luteal maintenance of P_4_ synthesis during the second half of pregnancy is a complex one involving several players, of which E_2_ is regarded as an important component. In the present study, the findings of P_4_ secretion pattern in AI and AI+E_2_ treated rats were largely in accordance with observations reported previously by others employing hypophysectomized and hysterectomized rat model system [11]. It should be pointed out that [11] employed a very high dose of E_2_ in contrast to the very low dose of E_2_ used in the present study that was devoid of detrimental effects on the implanted embryos. Nonetheless, the observation that E_2_ supplementation stimulated P_4_ secretion in the present study confirms the findings of others [10, 16]. The reported decreased luteal weight observed in hypophysectomized and hysterectomized pregnant rats [9] was also observed in AI treated rats in the present study, however co-administration of E_2_ with AI treatment restored the luteal weight to VEH treated rats. Gibori & Sridaran [9] suggested that the decreased luteal weight in the hypophysectomized and hysterectomized pregnant rats was due to atrophy and that E_2_ administration restored luteal weight without causing changes in cell number. However, based on the results of the present study, we suggest that in addition to atrophy, the cell numbers would also be affected due to E inhibition, since markers of cell cycle and cell proliferation (Cyclin D1 and ki67) were observed to be lower in CL of AI treated rats, but were higher in AI+E_2_ treated rats. However, it remains to be determined whether E_2_ inhibition following AI treatment resulted in increased incidence of apoptosis. Moreover, the weight of CL increases remarkably in size throughout gestation in rats [14], which further suggests that growth of the luteal tissue involves increase in size as well as number of luteal cells. This conclusion is further supported by observations that E_2_ besides being mitogen, also functions as survival factor by way of activation of PI3K-Akt kinase pathway, and E_2_ lack has been shown to cause apoptosis [18, 30]. The results of E_2_ inhibition and E_2_ replacement experiments suggest that E_2_ is critical to CL function in pregnant rats.

To date, several expression profiling studies carried out employing different aromatase inhibitors have been reported for breast cancer lines and ovarian tissues [8]. However, this is the first study detailing global transcriptome changes observed in CL following inhibition of aromatase expression by systemic administration of aromatase inhibitor. In the present study, the microarray analysis data revealed several differentially regulated genes associated with pathways related to steroidogenesis, adipogenesis, cell growth, differentiation and apoptosis. 

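Fatty acid synthesis genes were higher in CL of AI treated rats. Of 14 measured, 10 rose and 0 fell in AI against VEH (10 and 0 adjusted over the list alone), with a median log2 fold change of 0.43 (camera, adjusted p = 2.03e-12, and adjusted p = 0.0152 with an estimated correlation). Acss2 and Acly, which make acetyl-CoA, rose by 2.82 and 1.82 on the log2 scale (adjusted p = 2.51e-11 and 1.34e-10), and the desaturase gene Fads1 rose by 1.17 (adjusted p = 2.96e-08). With AI+E2, 0 rose and 7 fell against AI (0 and 8 adjusted over the list alone), with a median log2 fold change of -0.28 (camera, adjusted p = 2.98e-08, and adjusted p = 0.0341 with an estimated correlation). The elongase gene Elovl6 fell by 1.68 (adjusted p = 9.11e-08).
Of 17 genes of lipid droplets, cholesterol ester and efflux, 1 rose and 5 fell in AI against VEH (1 and 5 adjusted over the list alone), with a median log2 fold change of 0.014, a mean of opposite sign (-0.13) and a set test directed lower (camera, adjusted p = 0.257). Plin2, which coats lipid droplets, and Abca1, which exports cholesterol, fell by 0.83 and 0.79 (adjusted p = 7.23e-05 and 1.47e-05). With AI+E2, 2 rose and 0 fell against AI (2 and 0 adjusted over the list alone), with a median log2 fold change of 0.0069, a mean of 0.0059 and a set test directed lower (camera, adjusted p = 0.996). Abca1 rose by 0.64 (adjusted p = 1.76e-04).
Of 26 genes of the S, G2 and M phases of the cell cycle, 1 rose and 3 fell in AI against VEH (1 and 3 adjusted over the list alone), with a median log2 fold change of -0.042 (camera, adjusted p = 0.330). Ccna2, which encodes cyclin A2, had -0.37 (adjusted p = 0.00174). Against AI, 1 rose and 3 fell in AI+E2 (1 and 3 adjusted over the list alone), with a median log2 fold change of -0.024 (camera, adjusted p = 0.321).
Of 20 apoptosis genes, 1 rose and 3 fell in AI against VEH (1 and 3 adjusted over the list alone), with a median log2 fold change of -0.073 (camera, adjusted p = 0.220). Apaf1, an activator of caspases, had -0.47 (adjusted p = 0.00123), and Xiap, an inhibitor of caspases, 0.40 (adjusted p = 7.24e-05), while a second probe set of Xiap gave -0.24. Against AI, 1 rose and 1 fell in AI+E2 (1 and 1 adjusted over the list alone), with a median log2 fold change of -0.015, a mean of opposite sign (0.046) and a set test directed higher (camera, adjusted p = 0.605). Tnfrsf1a, a receptor of TNF, rose by 0.56 (adjusted p = 6.35e-05). The Xiap call in AI against VEH was lost with the mean of the gene's probe sets (0.080). The calls of Plin2, Ccna2 and Apaf1 in AI against VEH and of Tnfrsf1a in AI+E2 against AI were lost with the methods' t-test after adjustment.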

Further, the microarray data of CL from E_2_ inhibited and E_2_ replaced animal models were utilized for identifying differentially expressed E_2_ responsive genes. Surprisingly, expression of number of E_2_ responsive genes was found to be affected by inhibition of luteal E_2_ and the expression of many of these genes was reversed in the E_2_ replacement study. Recently, we reported a list of differentially expressed E_2_ responsive genes during the early time points of luteolysis in two distinct species whose CL are considered to synthesize E_2_ either sparsely (cows) or more abundantly (macaques) [32]. In that study, although the luteolysis was induced by different methods in both the species, surprisingly a rapid decline in luteal E_2_ was observed and that was accompanied by differential expression of a large number of E_2_ responsive genes and several of those genes were also differentially expressed in the CL of pregnant rat. Based on these observations it can be concluded that E_2_ plays an important role in the regulation of luteal function, however, it should be pointed out that participation of luteotrophic and luteolysis factors in each species is distinct from the other and those factors largely determine the effect of E_2_ on the luteal function. The studies on E_2_ inhibition and replacement experiments suggest differential expression of several E_2_ responsive genes and many of them were identified as members of IGF system. The differential expression of IGFBP5 was further examined with different treatments. Surprisingly, GH also caused increased expression of IGFBP5 in the CL tissue.

In the present study, few of the molecules associated with the PI3K signalling pathway were examined. Although the downstream targets of PI3K are many, but Akt is regarded as the primary mediator of PI3K regulating cellular component that affect cell survival [31]. Our findings that mechanisms associated with cell survival, progression, etc., were affected due to E_2_ inhibition further strengthens the hypothesis that E_2_ plays an important role in the regulation of CL function. The presence of androgen receptors in the rat CL and their activation has been reported to be associated with inhibition of apoptosis [16]. The incidence of apoptosis was not examined in the present study; instead luteal weight, steroid hormone levels as well as expression of IGFBP5 were determined. In so far as the protein level of IGFBP5 is concerned, Flu treatment had no effect on AI-induced IGFBP5 levels. These results suggest that T does not participate in the regulation of IGFBP5 expression in CL. However, additional studies are required to assess other effects of T on CL function.

The observations in the present study are one of the first reports on IGFBP5 and IGF action on ERα activity in CL that is mediated partly via PI3K/Akt pathway. In the CL, the prominent IGFBP5 mRNA expression has not been observed [6]. In the present study, a good association with changes in levels of E_2_ and expression of IGFBP5 in the CL was observed. Since changes in few of the molecules of PI3K/Akt signalling pathway were observed, it remains to be determined whether expression of IGFBP5 was regulated by the PI3K/Akt pathway. Earlier reports have suggested that E_2_ synthesized from placental androgens in the luteal cells cause hypertrophy of LLC population [12, 22]. Interestingly, mRNA expression for different members of IGF system show SLCs to be the major source of IGF1 and IGFBP3 and five, whereas, IGFBP2 and four are expressed approximately to same extent in both SLCs and LLCs [7]. The findings in the present study point to inhibition of hypertrophy of SLC, brought about by lack of E_2_ biosynthesis. This implies that E_2_ may affect IGF1 mRNA expression differently depending on whether the cells are proliferating. The interaction between E_2_ and growth factor signalling pathways has been well established [41, 44]. Additional studies are necessary to unravel whether regulation of CL function also involves interaction between E_2_ and IGF1 signalling. The additive or synergistic effects of IGF1 and E_2_ on cell proliferation, tumor development, anti-apoptosis and vascular protection have been well described [2, 37]. Based on the observations, it appears that the non-genomic signalling pathway activated by the phosphorylation of ERα induced by E_2_ gets inhibited in the presence of AI perhaps due to increased IGFBP5 expression [5]. PI3K/Akt pathway has been further documented in ERα stabilization and hormone dependent and independent ERα activation process [17, 27].

The findings of the present study together with the observations by others [26] suggest influence of IGF on ERα activity involving PI3K/Akt pathway. The findings from this study suggest inhibitory effect of IGFBP5 on E_2_ induced ERα function is perhaps by way of sequestration of IGF1. The increased expression of PI3K/Akt signal pathway genes is suggestive of increased anabolic metabolism, cell proliferation and survival [23, 38]. Finally, in the present study, the changes observed in the CL are associated with presence or absence of E_2_, but not by its substrate, androgen. Based on findings in this study and others, we propose a model for E_2_ actions and is represented in Fig. 8e.

## Conclusion

In conclusion, the role of E_2_ in the regulation of luteal steroidogenesis, hypertrophy and proliferation of cells in the luteal tissue was analysed, and IGFBP5 was identified as one of the E_2_ responsive genes that play an important role in the mediation of E_2_ action perhaps due to the E_2_-induced phosphorylation of PI3K/Akt pathway.

## Additional files

Additional file 1: Table S1. List of antibodies used for immunoblot analyses in rats. The list of antibodies employed in the immunoblot analyses including the target sequence, antigen sequence, catalog number, species raised in, dilution used, molecular weight and manufacturer’s name. (TIF 2107 kb) Additional file 2: Table S2. List of primers used for qPCR analyses. The list of genes and details of the primers employed along with the expected amplicon size and annealing temperature are provided. (PPTX 63 kb) Additional file 3: Figure S1. In vitro aromatisation of testosterone (T) and effects of AI on circulating E_2_ and P_4_ levels, weight of CL and *Cyp19a1* mRNA expression during rat pregnancy. (A) Sliced pieces of CL tissue collected on day 7, 11, 12 and 16 of rat pregnancy was incubated without or with 20 ng T for 4 h. E_2_ content in the medium was estimated and represented as pg/mg tissue/4 h. Each bar represents mean±SEM, *n* = 4 to 12/time point, ^***^ *P* <0.001, ^*^ *P* <0.05. (B-E) Pregnant rats received oral administration of AI (1 mg/kg BW) or VEH (2 % ethanol) for four days daily. Circulating mean±SEM serum E_2_ (B) and P_4_ (C) concentrations during different treatments (*n* = 5 to 10 animals/time point, B and *n* = 3 animals/time point, C, ^**^ *P* <0.01, ^*^ *P* <0.05). (E) Weight of CL during different treatments with a representative photo for each treatment is shown on each bar (mean±SEM, *n* = 8 to 13 CL/time point) (F) qPCR expression of *Cyp19a1* mRNA in CL post different treatments. The results are shown as fold changes of mRNA expression compared to day 7 CL. Individual bars represents mean±SEM fold change in mRNA expression value for qPCR analysis during different treatments (*n* = 4 animals/time point). (PPTX 338 kb) Additional file 4: Table S3. List of networks involved during E_2_inhibition using Ingenuity Pathway Analysis (IPA). IPA was used to classify the differentially expressed genes into different function and disease categories. IPA on the differentially expressed genes for each of the treatments examined and cross-talk and network overlapping were determined. Networks were identified with score and number of focus molecules ranging from as low as one to as high as 22 are represented. (PPTX 70 kb) Additional file 5: Table S4. List of networks involved during E_2_ replacement AI+E_2_ using Ingenuity Pathway Analysis (IPA). IPA on the differentially expressed genes for each of the treatments examined and cross-talk and network overlapping are studied during E_2_ replacement experiments are represented. (PPTX 72 kb) Additional file 6: Figure S2. Classification of differentially expressed genes associated with steroidogenesis and growth factors in response to AI treatment. IPA of the differentially regulated genes post AI treatment shows a network of 26 (steroidogenesis) and 16 (growth factors) focus molecules. The network is displayed graphically as nodes (gene/gene products) and edges (biological relationship between nodes). The node colour intensity indicates the fold change expression of genes with red representing up regulation and green, down regulation of genes. The shapes of nodes indicate the functional class of the gene product and the lines indicate the type of interaction. (PPTX 500 kb) Additional file 7: Table S5. List of top 15 up regulated E_2_ responsive genes post VEH or AI treatment. Potential E_2_ responsive genes in rat CL were identified based on the available list of classical E_2_ responsive genes, genes employed in PCR array human estrogen signalling and the data base, ERGDB. Microarray data analysis was carried out to obtain a set of differentially expressed genes based on statistics- Student’s t-test (two tail, unpaired) with *P* <0.05 and multiple hypothesis testing (Benjamini and Hochberg comparison test) to reduce the false positives. The identified differentially expressed E_2_ responsive genes were transcript consistent and did not hybridize to multiple transcripts, as suggested by the AffyProbeMiner analysis. A Bioconductor analysis was performed with ≤1.5 fold change as cut-off and statistical filters for identification of differentially expressed E_2_ responsive genes. Top 15 UP regulated E_2_ responsive genes post VEH or AI treatment are represented. Probe Set ID: The identifier that refers to a set of probe pairs selected to represent expressed sequences on an array; Gene symbol: Extracted from Entrez Gene or UniGene; Gene Title: Gene name extracted from Entrez Gene or UniGene. (PPTX 83 kb) Additional file 8: Table S6. List of top 15 up regulated E_2_ responsive genes post AI or AI+E_2_ treatment Top 15 UP regulated E_2_ responsive genes post AI or AI+E_2_ treatment are represented.

# Supplementary material for: Analysis of 17β-estradiol (E2) role in the regulation of corpus luteum function in pregnant rats: Involvement of IGFBP5 in the E2-mediated actions
**Source:** Reprod Biol Endocrinol. 2016 Apr 12;14:19. doi: 10.1186/s12958-016-0153-1
**Supplement:** Additional file 2: Table S2. — List of primers used for qPCR analyses. The list of genes and details of the primers employed along with the expected amplicon size and annealing temperature are provided.

## Slide 1
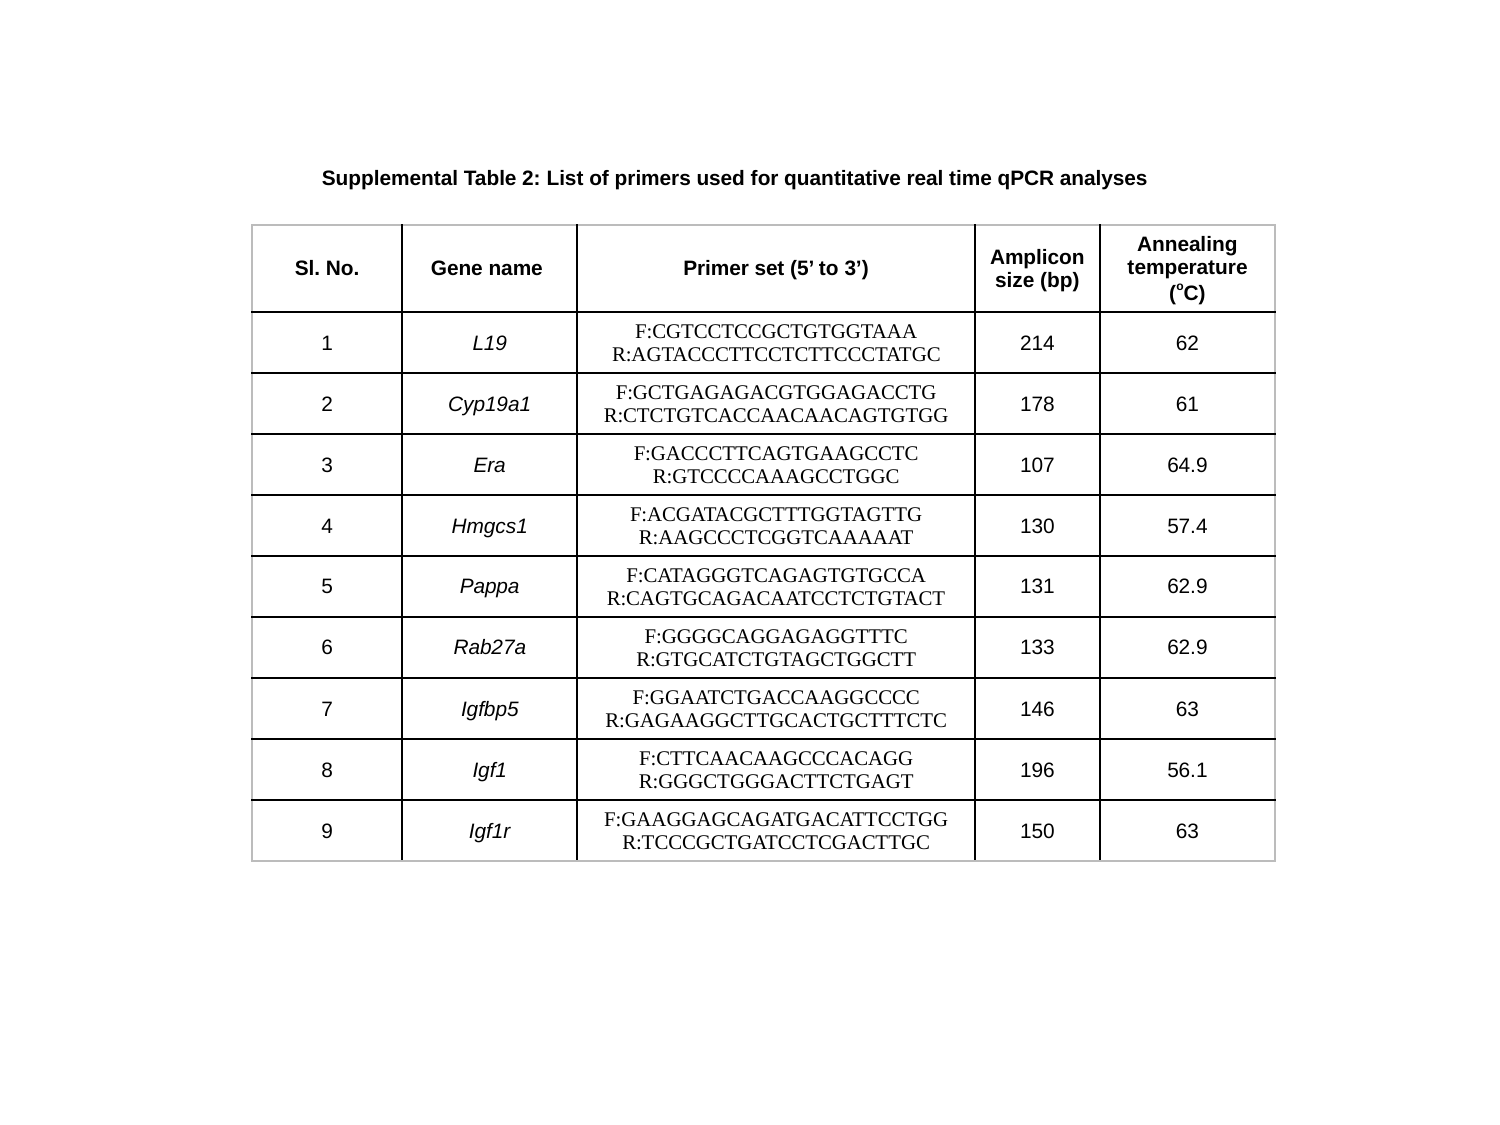

Supplemental Table 2: List of primers used for quantitative real time qPCR analyses
| Sl. No. | Gene name | Primer set (5’ to 3’) | Amplicon size (bp) | Annealing temperature (oC) |
| --- | --- | --- | --- | --- |
| 1 | L19 | F:CGTCCTCCGCTGTGGTAAA R:AGTACCCTTCCTCTTCCCTATGC | 214 | 62 |
| 2 | Cyp19a1 | F:GCTGAGAGACGTGGAGACCTG R:CTCTGTCACCAACAACAGTGTGG | 178 | 61 |
| 3 | Era | F:GACCCTTCAGTGAAGCCTC R:GTCCCCAAAGCCTGGC | 107 | 64.9 |
| 4 | Hmgcs1 | F:ACGATACGCTTTGGTAGTTG R:AAGCCCTCGGTCAAAAAT | 130 | 57.4 |
| 5 | Pappa | F:CATAGGGTCAGAGTGTGCCA R:CAGTGCAGACAATCCTCTGTACT | 131 | 62.9 |
| 6 | Rab27a | F:GGGGCAGGAGAGGTTTC R:GTGCATCTGTAGCTGGCTT | 133 | 62.9 |
| 7 | Igfbp5 | F:GGAATCTGACCAAGGCCCC R:GAGAAGGCTTGCACTGCTTTCTC | 146 | 63 |
| 8 | Igf1 | F:CTTCAACAAGCCCACAGG R:GGGCTGGGACTTCTGAGT | 196 | 56.1 |
| 9 | Igf1r | F:GAAGGAGCAGATGACATTCCTGG R:TCCCGCTGATCCTCGACTTGC | 150 | 63 |

# Supplementary material for: Analysis of 17β-estradiol (E2) role in the regulation of corpus luteum function in pregnant rats: Involvement of IGFBP5 in the E2-mediated actions
**Source:** Reprod Biol Endocrinol. 2016 Apr 12;14:19. doi: 10.1186/s12958-016-0153-1
**Supplement:** Additional file 3: Figure S1. — In vitro aromatisation of testosterone (T) and effects of AI on circulating E2 and P4 levels, weight of CL and Cyp19a1 mRNA expression during rat pregnancy. (A) Sliced pieces of CL tissue collected on day 7, 11, 12 and 16 of rat pregnancy was incubated without or with 20 ng T for 4 h. E2 content in the medium was estimated and represented as pg/mg tissue/4 h. Each bar represents mean±SEM, n = 4 to 12/time point, *** P <0.001, * P <0.05. (B-E) Pregnant rats received oral administration of AI (1 mg/kg BW) or VEH (2 % ethanol) for four days daily. Circulating mean±SEM serum E2 (B) and P4 (C) concentrations during different treatments (n = 5 to 10 animals/time point, B and n = 3 animals/time point, C, ** P <0.01, * P <0.05). (E) Weight of CL during different treatments with a representative photo for each treatment is shown on each bar (mean±SEM, n = 8 to 13 CL/time point) (F) qPCR expression of Cyp19a1 mRNA in CL post different treatments. The results are shown as fold changes of mRNA expression compared to day 7 CL. Individual bars represents mean±SEM fold change in mRNA expression value for qPCR analysis during different treatments (n = 4 animals/time point).

## Slide 1
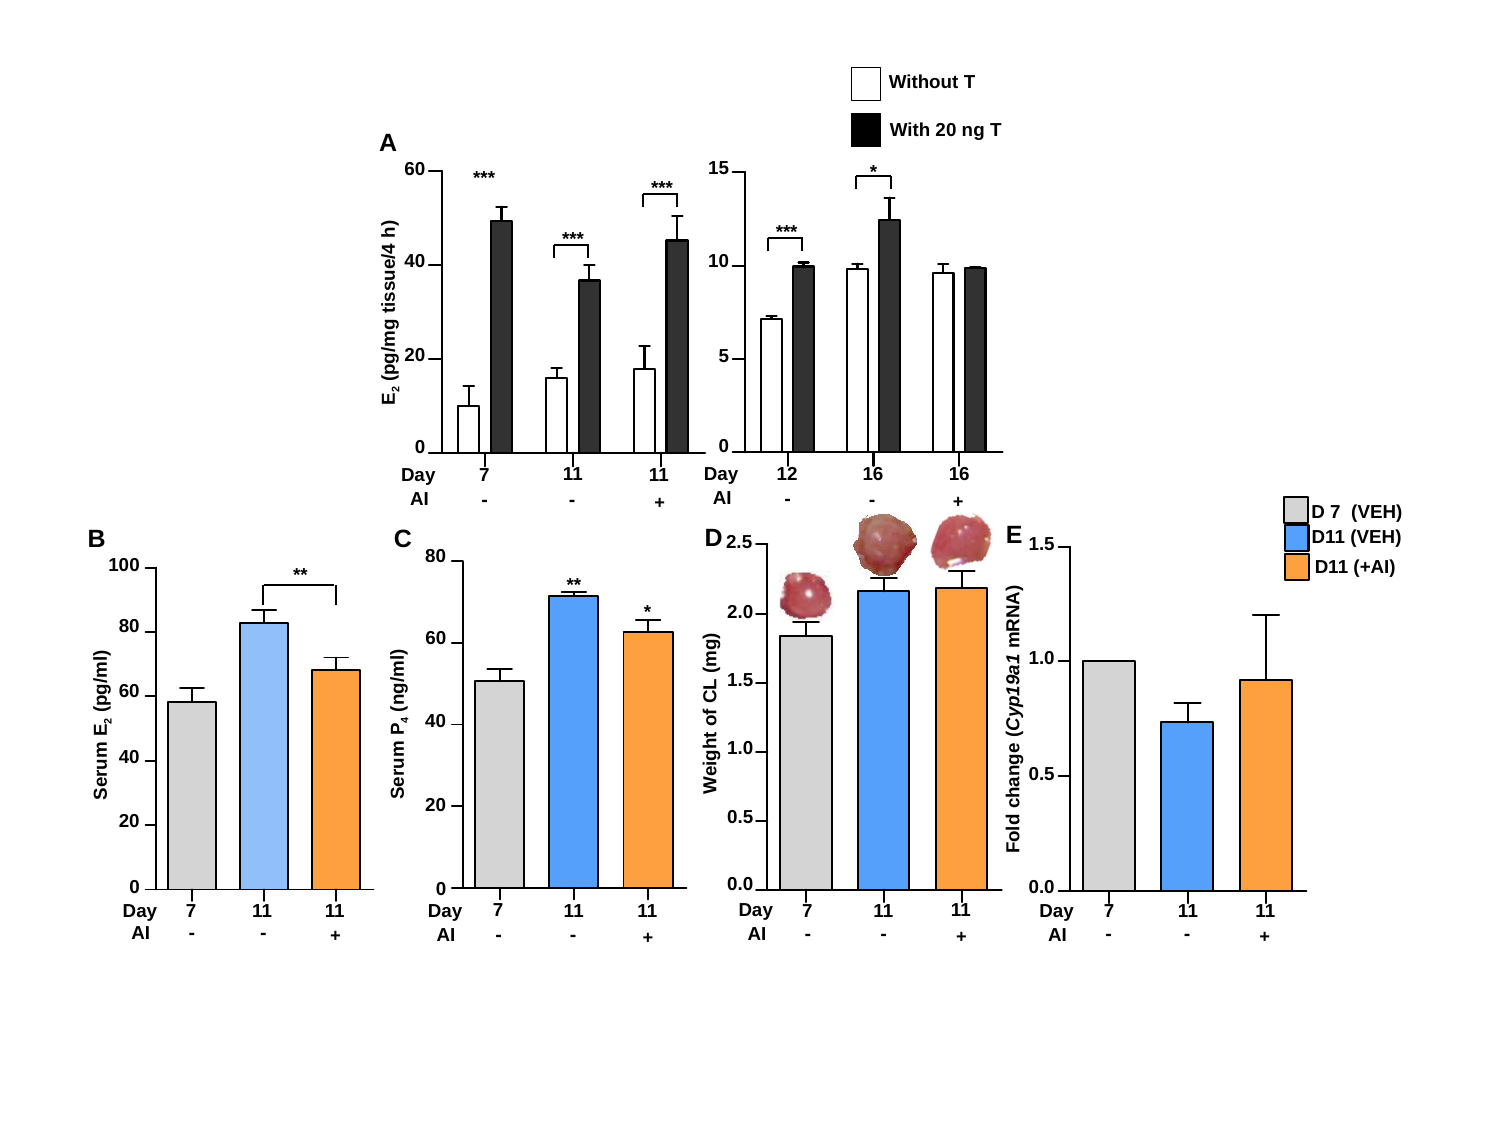

Without T
With 20 ng T
60
40
E2 (pg/mg tissue/4 h)
20
0
11
7
Day
11
AI
-
-
+
***
A
15
10
5
0
***
12
Day
16
16
AI
-
-
+
*
***
***
B
100
80
60
 Serum E2 (pg/ml)
40
20
0
11
Day
11
7
-
-
AI
+
**
E
1.5
1.0
Fold change (Cyp19a1 mRNA)
0.5
0.0
11
Day
11
7
-
-
AI
+
2.5
2.0
1.5
Weight of CL (mg)
1.0
0.5
0.0
D
Day
11
7
11
-
-
AI
+
80
60
40
Serum P4 (ng/ml)
20
0
C
7
11
Day
11
-
-
AI
+
**
*
D 7 (VEH)
D11 (VEH)
D11 (+AI)

# Supplementary material for: Analysis of 17β-estradiol (E2) role in the regulation of corpus luteum function in pregnant rats: Involvement of IGFBP5 in the E2-mediated actions
**Source:** Reprod Biol Endocrinol. 2016 Apr 12;14:19. doi: 10.1186/s12958-016-0153-1
**Supplement:** Additional file 4: Table S3. — List of networks involved during E2inhibition using Ingenuity Pathway Analysis (IPA). IPA was used to classify the differentially expressed genes into different function and disease categories. IPA on the differentially expressed genes for each of the treatments examined and cross-talk and network overlapping were determined. Networks were identified with score and number of focus molecules ranging from as low as one to as high as 22 are represented.

## Slide 1
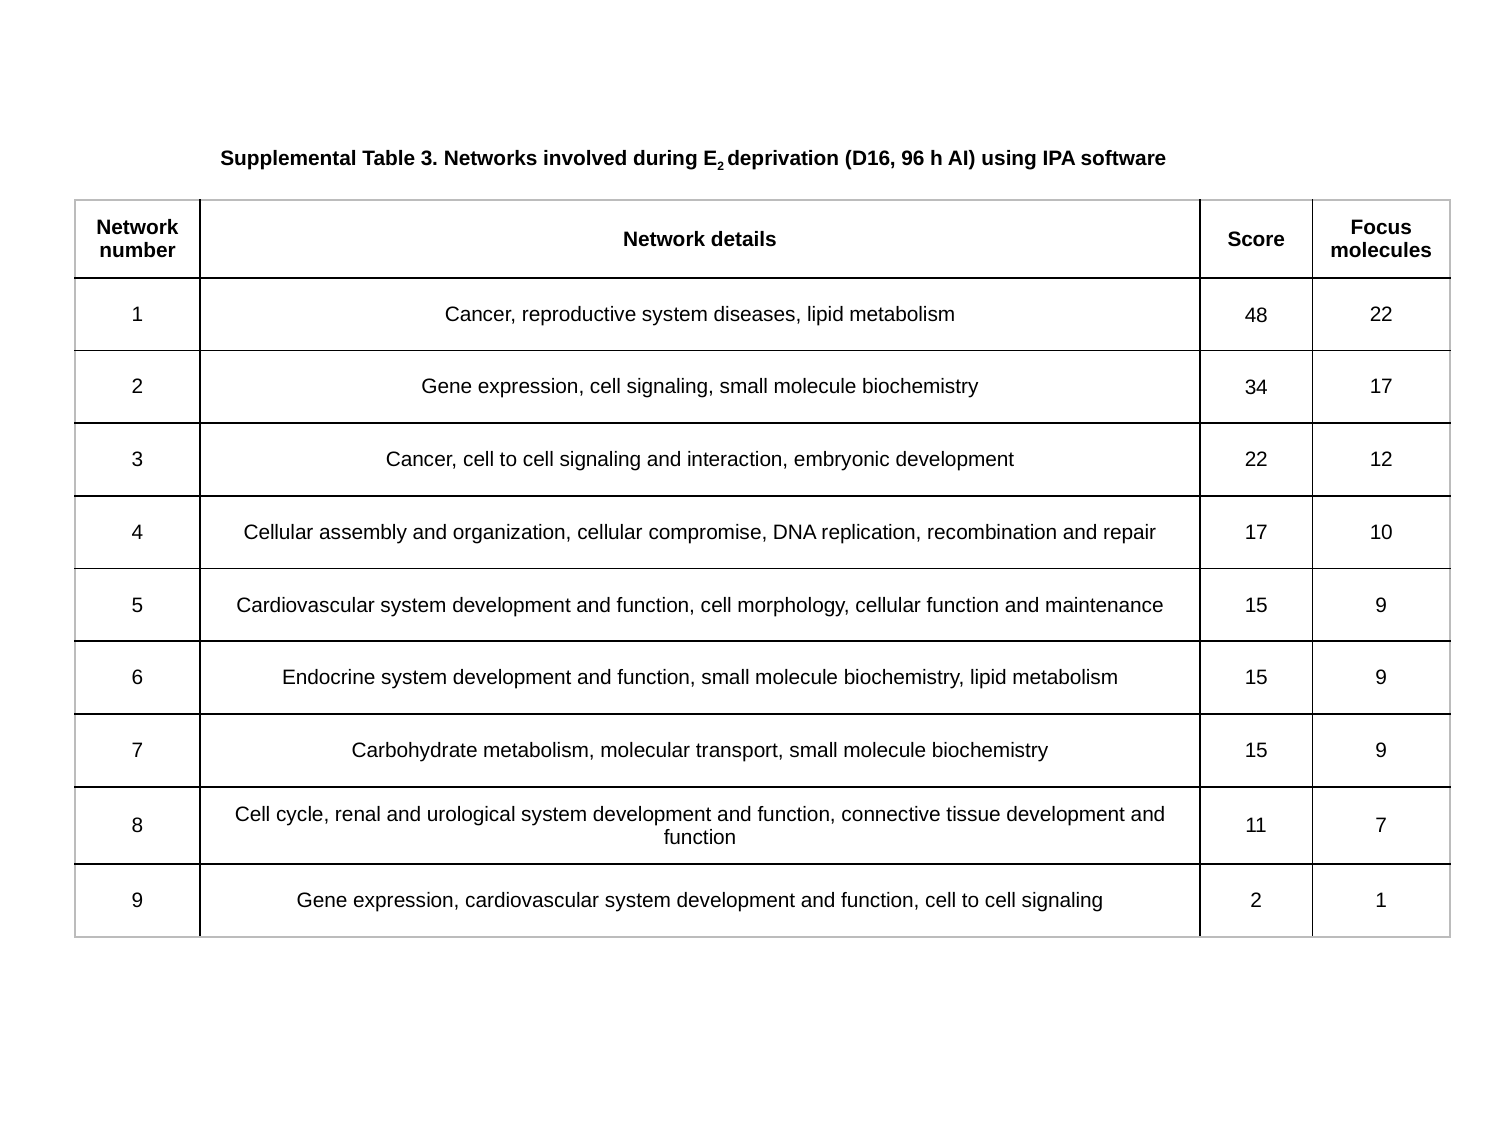

Supplemental Table 3. Networks involved during E2 deprivation (D16, 96 h AI) using IPA software
| Network number | Network details | Score | Focus molecules |
| --- | --- | --- | --- |
| 1 | Cancer, reproductive system diseases, lipid metabolism | 48 | 22 |
| 2 | Gene expression, cell signaling, small molecule biochemistry | 34 | 17 |
| 3 | Cancer, cell to cell signaling and interaction, embryonic development | 22 | 12 |
| 4 | Cellular assembly and organization, cellular compromise, DNA replication, recombination and repair | 17 | 10 |
| 5 | Cardiovascular system development and function, cell morphology, cellular function and maintenance | 15 | 9 |
| 6 | Endocrine system development and function, small molecule biochemistry, lipid metabolism | 15 | 9 |
| 7 | Carbohydrate metabolism, molecular transport, small molecule biochemistry | 15 | 9 |
| 8 | Cell cycle, renal and urological system development and function, connective tissue development and function | 11 | 7 |
| 9 | Gene expression, cardiovascular system development and function, cell to cell signaling | 2 | 1 |

# Supplementary material for: Analysis of 17β-estradiol (E2) role in the regulation of corpus luteum function in pregnant rats: Involvement of IGFBP5 in the E2-mediated actions
**Source:** Reprod Biol Endocrinol. 2016 Apr 12;14:19. doi: 10.1186/s12958-016-0153-1
**Supplement:** Additional file 5: Table S4. — List of networks involved during E2 replacement AI+E2 using Ingenuity Pathway Analysis (IPA). IPA on the differentially expressed genes for each of the treatments examined and cross-talk and network overlapping are studied during E2 replacement experiments are represented.

## Slide 1
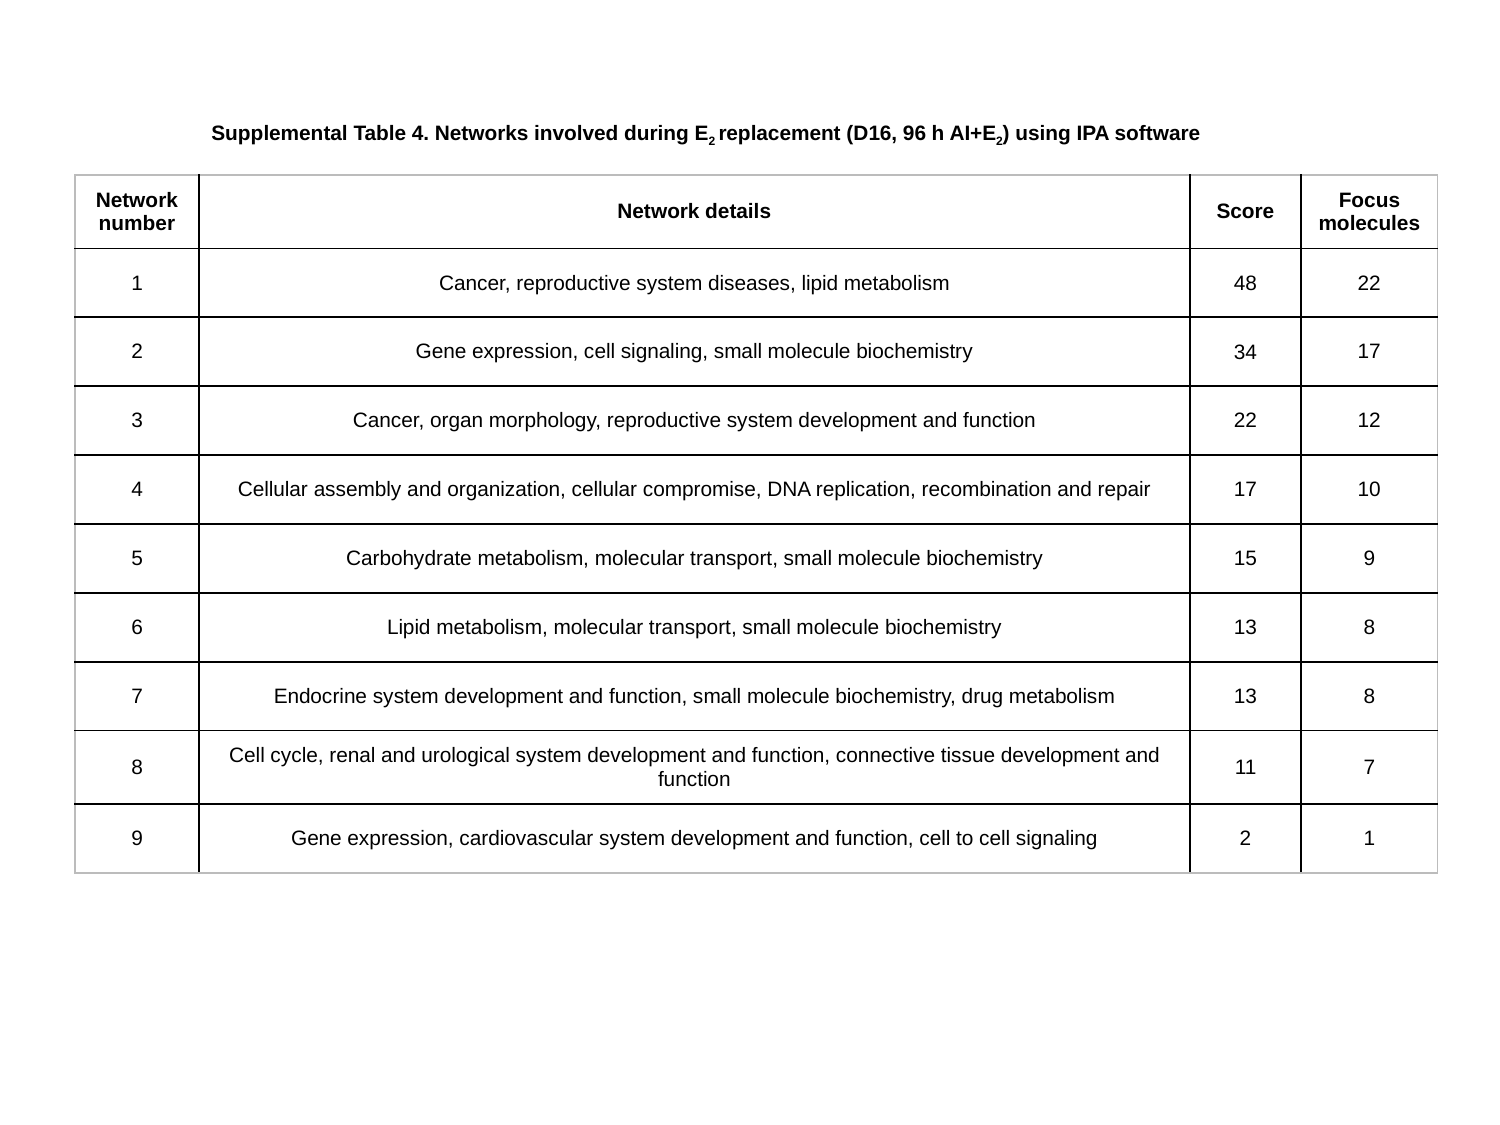

Supplemental Table 4. Networks involved during E2 replacement (D16, 96 h AI+E2) using IPA software
| Network number | Network details | Score | Focus molecules |
| --- | --- | --- | --- |
| 1 | Cancer, reproductive system diseases, lipid metabolism | 48 | 22 |
| 2 | Gene expression, cell signaling, small molecule biochemistry | 34 | 17 |
| 3 | Cancer, organ morphology, reproductive system development and function | 22 | 12 |
| 4 | Cellular assembly and organization, cellular compromise, DNA replication, recombination and repair | 17 | 10 |
| 5 | Carbohydrate metabolism, molecular transport, small molecule biochemistry | 15 | 9 |
| 6 | Lipid metabolism, molecular transport, small molecule biochemistry | 13 | 8 |
| 7 | Endocrine system development and function, small molecule biochemistry, drug metabolism | 13 | 8 |
| 8 | Cell cycle, renal and urological system development and function, connective tissue development and function | 11 | 7 |
| 9 | Gene expression, cardiovascular system development and function, cell to cell signaling | 2 | 1 |

# Supplementary material for: Analysis of 17β-estradiol (E2) role in the regulation of corpus luteum function in pregnant rats: Involvement of IGFBP5 in the E2-mediated actions
**Source:** Reprod Biol Endocrinol. 2016 Apr 12;14:19. doi: 10.1186/s12958-016-0153-1
**Supplement:** Additional file 7: Table S5. — List of top 15 up regulated E2 responsive genes post VEH or AI treatment. Potential E2 responsive genes in rat CL were identified based on the available list of classical E2 responsive genes, genes employed in PCR array human estrogen signalling and the data base, ERGDB. Microarray data analysis was carried out to obtain a set of differentially expressed genes based on statistics- Student’s t-test (two tail, unpaired) with P <0.05 and multiple hypothesis testing (Benjamini and Hochberg comparison test) to reduce the false positives. The identified differentially expressed E2 responsive genes were transcript consistent and did not hybridize to multiple transcripts, as suggested by the AffyProbeMiner analysis. A Bioconductor analysis was performed with ≤1.5 fold change as cut-off and statistical filters for identification of differentially expressed E2 responsive genes. Top 15 UP regulated E2 responsive genes post VEH or AI treatment are represented. Probe Set ID: The identifier that refers to a set of probe pairs selected to represent expressed sequences on an array; Gene symbol: Extracted from Entrez Gene or UniGene; Gene Title: Gene name extracted from Entrez Gene or UniGene.

## Slide 1
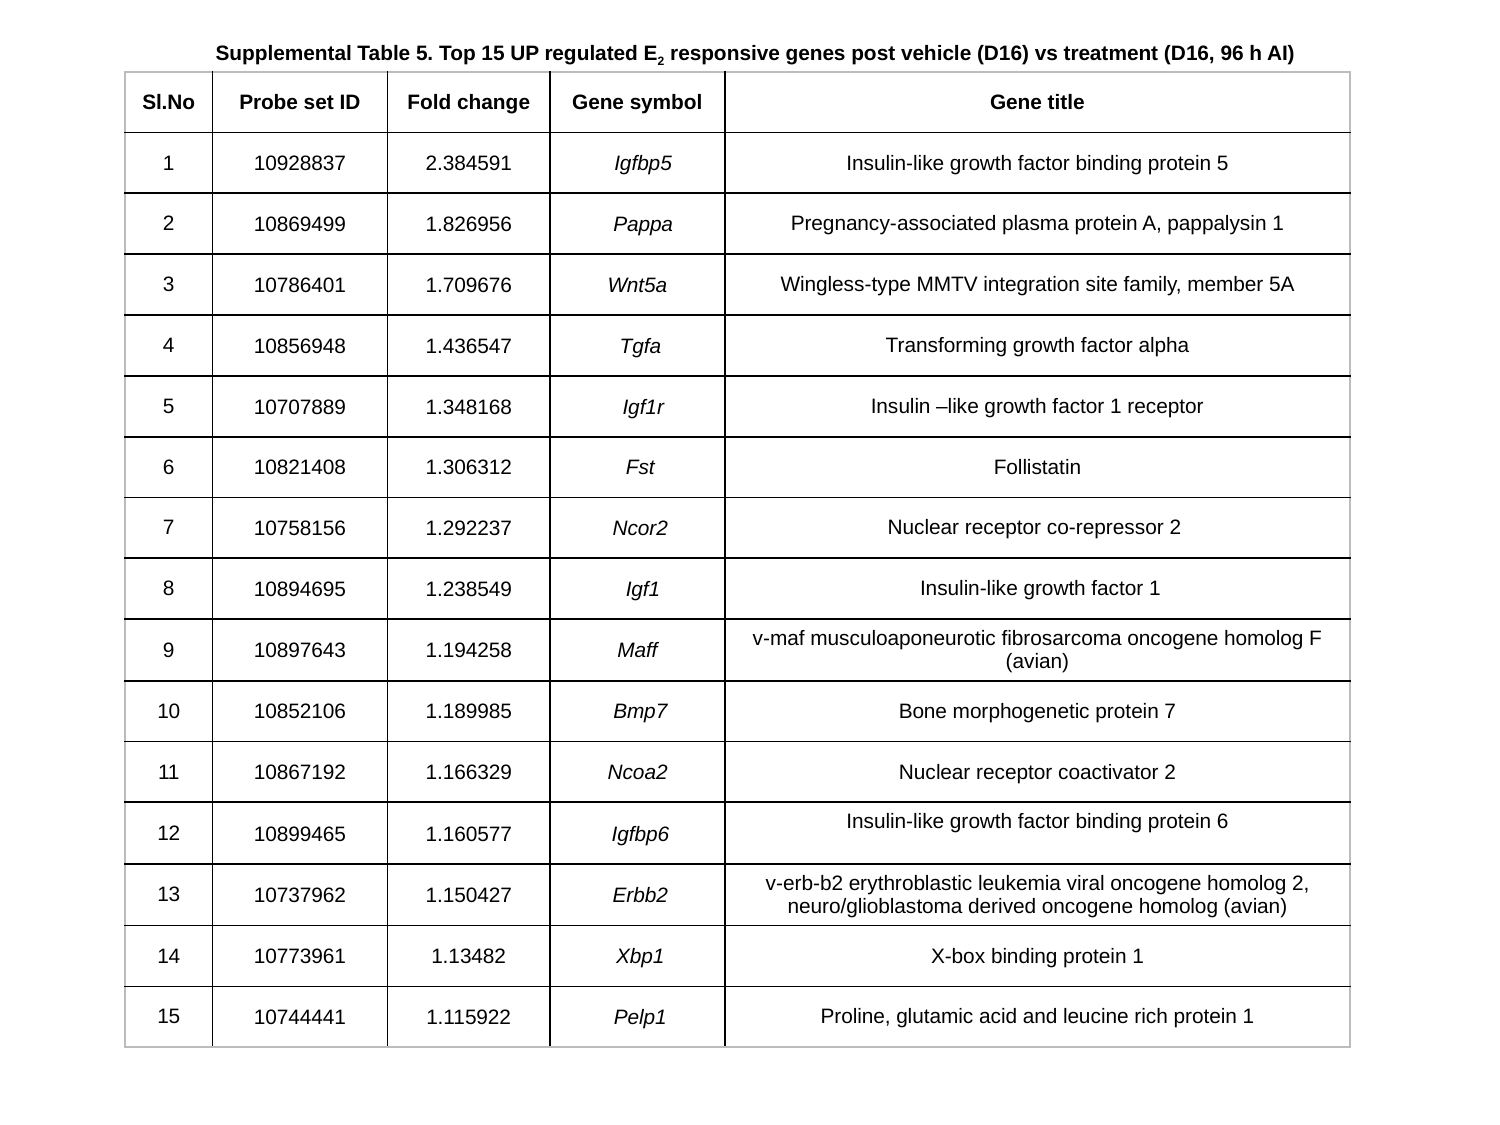

Supplemental Table 5. Top 15 UP regulated E2 responsive genes post vehicle (D16) vs treatment (D16, 96 h AI)
| Sl.No | Probe set ID | Fold change | Gene symbol | Gene title |
| --- | --- | --- | --- | --- |
| 1 | 10928837 | 2.384591 | Igfbp5 | Insulin-like growth factor binding protein 5 |
| 2 | 10869499 | 1.826956 | Pappa | Pregnancy-associated plasma protein A, pappalysin 1 |
| 3 | 10786401 | 1.709676 | Wnt5a | Wingless-type MMTV integration site family, member 5A |
| 4 | 10856948 | 1.436547 | Tgfa | Transforming growth factor alpha |
| 5 | 10707889 | 1.348168 | Igf1r | Insulin –like growth factor 1 receptor |
| 6 | 10821408 | 1.306312 | Fst | Follistatin |
| 7 | 10758156 | 1.292237 | Ncor2 | Nuclear receptor co-repressor 2 |
| 8 | 10894695 | 1.238549 | Igf1 | Insulin-like growth factor 1 |
| 9 | 10897643 | 1.194258 | Maff | v-maf musculoaponeurotic fibrosarcoma oncogene homolog F (avian) |
| 10 | 10852106 | 1.189985 | Bmp7 | Bone morphogenetic protein 7 |
| 11 | 10867192 | 1.166329 | Ncoa2 | Nuclear receptor coactivator 2 |
| 12 | 10899465 | 1.160577 | Igfbp6 | Insulin-like growth factor binding protein 6 |
| 13 | 10737962 | 1.150427 | Erbb2 | v-erb-b2 erythroblastic leukemia viral oncogene homolog 2, neuro/glioblastoma derived oncogene homolog (avian) |
| 14 | 10773961 | 1.13482 | Xbp1 | X-box binding protein 1 |
| 15 | 10744441 | 1.115922 | Pelp1 | Proline, glutamic acid and leucine rich protein 1 |

# Supplementary material for: Analysis of 17β-estradiol (E2) role in the regulation of corpus luteum function in pregnant rats: Involvement of IGFBP5 in the E2-mediated actions
**Source:** Reprod Biol Endocrinol. 2016 Apr 12;14:19. doi: 10.1186/s12958-016-0153-1
**Supplement:** Additional file 8: Table S6. — List of top 15 up regulated E2 responsive genes post AI or AI+E2 treatment Top 15 UP regulated E2 responsive genes post AI or AI+E2 treatment are represented.

## Slide 1
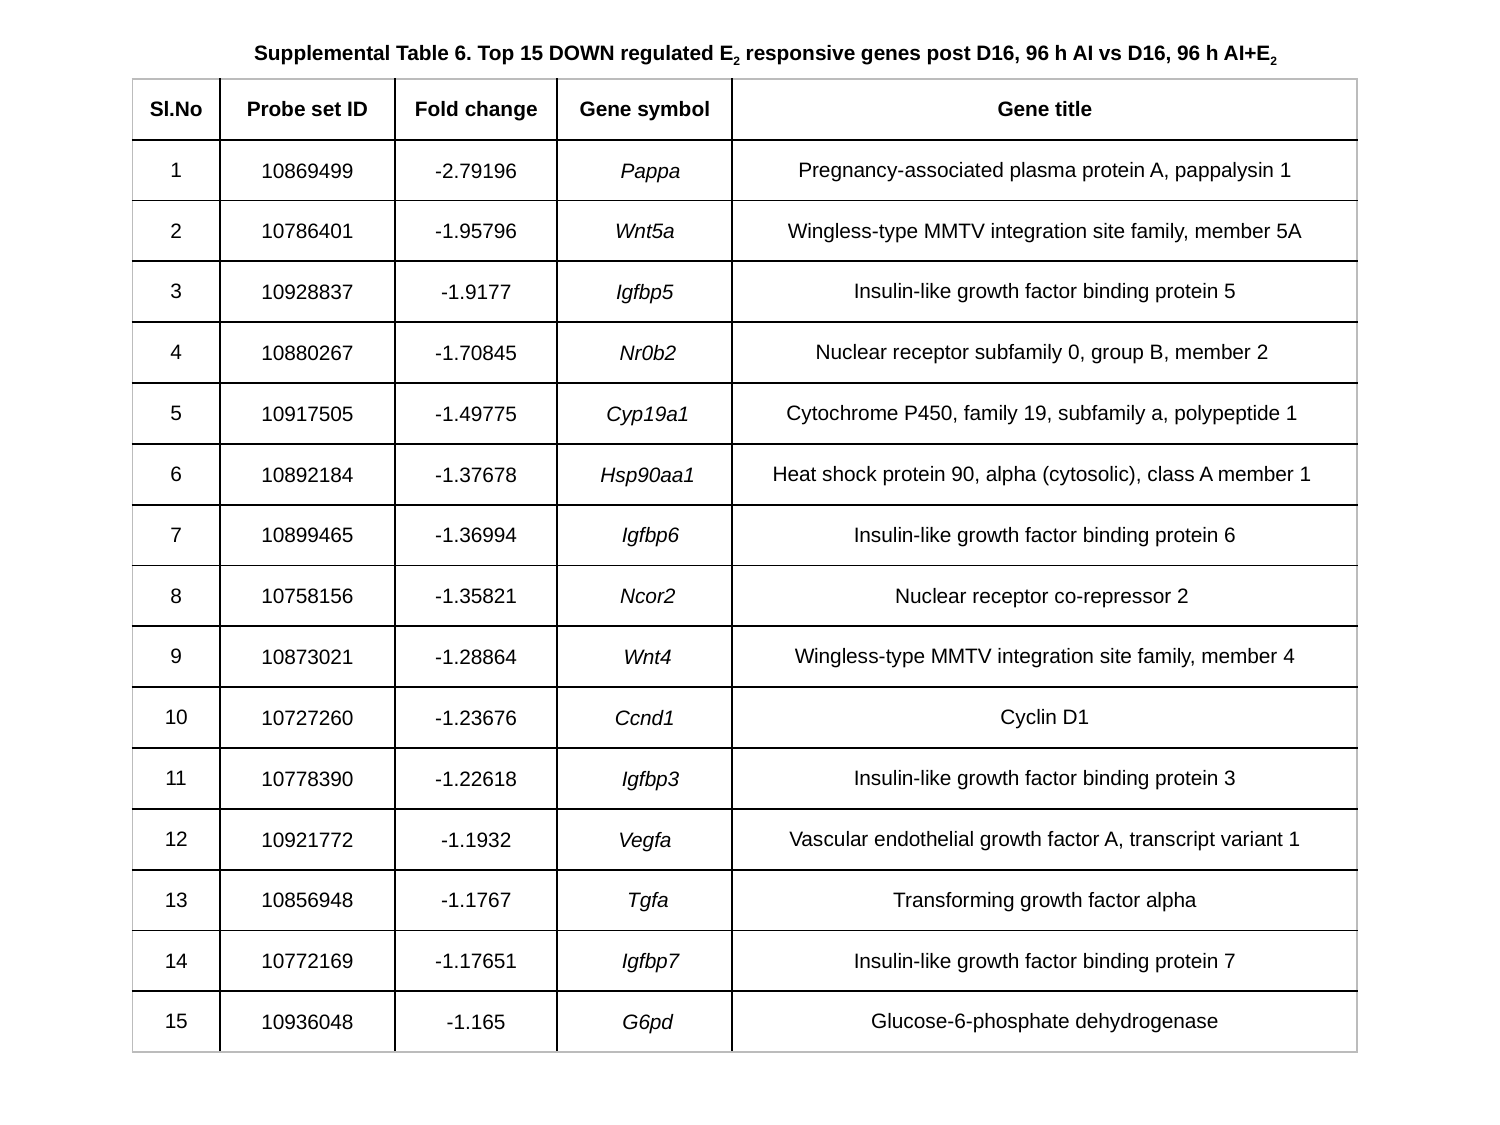

Supplemental Table 6. Top 15 DOWN regulated E2 responsive genes post D16, 96 h AI vs D16, 96 h AI+E2
| Sl.No | Probe set ID | Fold change | Gene symbol | Gene title |
| --- | --- | --- | --- | --- |
| 1 | 10869499 | -2.79196 | Pappa | Pregnancy-associated plasma protein A, pappalysin 1 |
| 2 | 10786401 | -1.95796 | Wnt5a | Wingless-type MMTV integration site family, member 5A |
| 3 | 10928837 | -1.9177 | Igfbp5 | Insulin-like growth factor binding protein 5 |
| 4 | 10880267 | -1.70845 | Nr0b2 | Nuclear receptor subfamily 0, group B, member 2 |
| 5 | 10917505 | -1.49775 | Cyp19a1 | Cytochrome P450, family 19, subfamily a, polypeptide 1 |
| 6 | 10892184 | -1.37678 | Hsp90aa1 | Heat shock protein 90, alpha (cytosolic), class A member 1 |
| 7 | 10899465 | -1.36994 | Igfbp6 | Insulin-like growth factor binding protein 6 |
| 8 | 10758156 | -1.35821 | Ncor2 | Nuclear receptor co-repressor 2 |
| 9 | 10873021 | -1.28864 | Wnt4 | Wingless-type MMTV integration site family, member 4 |
| 10 | 10727260 | -1.23676 | Ccnd1 | Cyclin D1 |
| 11 | 10778390 | -1.22618 | Igfbp3 | Insulin-like growth factor binding protein 3 |
| 12 | 10921772 | -1.1932 | Vegfa | Vascular endothelial growth factor A, transcript variant 1 |
| 13 | 10856948 | -1.1767 | Tgfa | Transforming growth factor alpha |
| 14 | 10772169 | -1.17651 | Igfbp7 | Insulin-like growth factor binding protein 7 |
| 15 | 10936048 | -1.165 | G6pd | Glucose-6-phosphate dehydrogenase |

How the deposited data were processed for this re-analysis (not part of the article)

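Luteal RNA of 3 untreated rats on day 12 of pregnancy and of 3 rats per group on day 16 after 4 days of VEH, AI or AI+E2 was measured on 12 Affymetrix Rat Gene 1.0 ST arrays, with RNA of 1 animal on each. The authors normalized the arrays by RMA in R 2.12.2, according to the paper and the submitters' processing notes, and deposited the resulting log2 values of 29214 probe sets. RMA subtracts a background, sets the distributions of the arrays equal and takes 1 value per probe set from its probes. It can compress large differences and assumes that the arrays have like distributions. The medians of the 12 arrays lay between 6.51 and 6.56. Which arrays were normalized together is not given in the sources used here, nor is a filter on dim probe sets. The scale was checked against Table S5, whose fold changes equal the differences of group means taken as powers of 2. Of the values, 0 were missing, and 0 pairs of arrays held identical values. The number of arrays limits the precision.

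Probe sets were named through the platform's annotation, in which 15310 probe sets had 1 gene symbol, 323 had several and 13581 had none, and 3 more were named through Tables S5 and S6. Of these identifiers, 15279 were found in the RefSeq gene table, all with the same symbol. Probe sets with several symbols or none were left out, apart from the alternative over all probe sets. Of the 527 genes with more than 1 probe set, the probe set of Tables S5 or S6 was used, or else the one with the highest mean over all arrays, which left 14509 genes. Akr1c18 was read under its present symbol Akr1c3. No filter on dim probe sets was applied.

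The 14509 genes were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with a mean for each of the 4 groups over all 12 arrays, 8 residual degrees of freedom and 6.66 prior degrees of freedom. The p values were adjusted by the method of Benjamini and Hochberg over all genes, and genes were called at an adjusted p under 0.05, alone or with a fold change of at least 1.5 or 2. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. The comparisons were AI against VEH, AI+E2 against AI, AI+E2 against VEH and VEH on day 16 against day 12. Genes were counted as reversed when called in opposite directions in AI against VEH and in AI+E2 against AI, which share the AI arrays, so unchanged groups that share arrays were simulated 20 times. Lists were tested by camera with a preset correlation of 0.01 and with an estimated one. Within a comparison, their p values were adjusted separately over the gene lists and over the marker lists, not over both together. The marker lists are those from luteal cells to oviduct epithelium in the order given next. The lists, with the members measured and listed, were cholesterol synthesis and uptake (20 of 25), steroidogenesis (18 of 22), fatty acid synthesis (14 of 15), lipid droplets, cholesterol ester and efflux (17 of 19), IGF system (17 of 19), PI3K-Akt signalling (18 of 22), S, G2 and M phase of the cell cycle (26 of 30), estrogen receptors and cofactors (14 of 15), textbook estrogen-induced genes (19 of 20), prolactin and LH signalling (14 of 14), apoptosis (20 of 22), immediate early genes (17 of 19), endoplasmic reticulum stress and amino acid response (14 of 15), antioxidant and glutathione genes (17 of 17), study's listed E2 responsive genes (Tables S5 and S6) (24 of 24), luteal cells (9 of 10), endothelium (11 of 12), macrophages (15 of 15), lymphocytes (12 of 14), fibroblasts and extracellular matrix (11 of 12), smooth muscle and pericytes (11 of 11), granulosa cells and oocytes of follicles (11 of 13), red blood cells (5 of 9), periovarian fat (10 of 10) and oviduct epithelium (9 of 10). The list of Tables S5 and S6 was chosen by the study on these arrays.

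Named genes were taken by rule. In each comparison these were the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05 whose 3 arrays of one group all lay above the 3 of the other. To these were added the genes of Tables S5 and S6, the analysed genes of Fig. 3B and Esr2. Up to 4 members of each list with the smallest p were added as well. Other genes that the paper's results name, such as those measured as proteins, were not added for that reason. The values of Tables S5 and S6 and Fig. 3B had been seen when the rule was set. The text marks genes named outside this rule.

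The fit was tested on simulated data for AI against VEH, with 14509 genes, of which 50 were changed at each fold size, in 20 simulations. It recovered 94.0% of the genes changed 1.5-fold, 99.1% at 2-fold, 99.8% at 3-fold and 99.9% at 4-fold, and 4.31% of its calls were false. Of lists of unchanged genes, 0 were called, and 20 of 20 lists of changed genes were. In the data, 26 list calls at the preset correlation were lost with an estimated one. The simulated 0 therefore does not show how often lists of correlated genes are called falsely at the preset correlation.

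The alternatives tried were further normalization (quantile, cyclic loess, equal array medians), leaving out the 25% or the 50% of genes of lower signal, all probe sets, the mean of a gene's probe sets, a trended and robust variance model, array weights, fits on fewer groups, the replicate number as a block, each array left out in turn, an estimated correlation in camera, the fold threshold alone and the methods' t-test, which is Student's two-sided unpaired test named by the paper. It was applied with and without Benjamini-Hochberg adjustment to the same values and replicates. Of the 8 genes of Fig. 3B, 1 is not analysed here, and the qPCR values were not used here. The members of the paper's E2 responsive set beyond Tables S5 and S6 are not analysed here. The results of 2 genes are not reported here.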

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

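The tests of explanations given here were chosen only after the results they bear on were seen, while the comparisons and the gene lists were set in advance. The results concern the day 12 arrays, which the paper's results do not use, or genes beyond those that the paper discusses one by one, and each passed its test.

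The genes of cholesterol synthesis and uptake were higher in AI than in VEH by a median of 1.85 on the log2 scale. The normalization of the arrays would move genes of like signal alike, but these had a median of -0.058, a difference of 1.90, and VEH arrays that alone stand apart would leave AI+E2 against AI without a shift, but it had a median of -1.02. A higher share of luteal cells would raise the 9 luteal markers as much, but their median was 0.21, or 0.039 with quantile normalization applied again, which ended that list's call. These values argue against each of the 3 as the whole cause. A candidate explanation that stays open is an effect of AI treatment that E2 partly reverses, a hypothesis found and tested on the same arrays. AI arrays that alone stand apart for another reason are not among the 3. As the whole cause they would leave AI+E2 against VEH without a shift. The median of these genes there was 0.70, with 15 rises and 2 falls, so such arrays stay open only as a part of the cause. In AI against day 12 the median was 0.41, and from day 12 to day 16 VEH it was -1.31.

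From day 12 to day 16 VEH, 68 genes changed at least 2-fold, 40 higher and 28 lower (27 with the methods' t-test after adjustment, 160 over all probe sets), and 61 of them changed at least 2-fold the opposite way in AI against VEH and 0 the same way. Simulations of unchanged groups that share the VEH arrays gave 0 such genes. Unchanged groups hardly pass the threshold in any case, so this 0 does not measure the effect of the shared arrays. Independent lists would share 0.133 and 0.240 by direction. The covariance of the fold changes across genes was -0.0412 (r = -0.77), against -0.00385 (r = -0.50) in the simulations, a ratio of 10.7. The 3 VEH arrays cannot be split into parts of at least 2 each, so part of the excess may come from them. Against VEH arrays that alone stand apart, 50 of the genes were called towards VEH and 2 away from it in AI+E2 against AI (a count chosen after a median of 0.94 towards VEH, SD 0.96, had been seen), and against a lower share of endothelial cells as the whole cause, the endothelial markers fell by 0.44 in the median, less than the 2-fold of these genes. That AI treatment holds back the change stays open, since the share of it seen in AI against day 12, with a median of -15.7% (quartiles -42.4% and -2.22%), follows from the opposite moves in AI against VEH and so is no test of it. In AI against day 12, 39 of the genes were not called, 26 were called past the day 12 level in the other direction, which a change held back does not predict, and 3 in the same direction as in VEH.

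The median of the cholesterol genes was -1.31 from day 12 to day 16 VEH. Cyp17a1 had a log2 fold change of 4.48 in AI against VEH. Akr1c3, uncertain because of its close relatives, had 4.14 in AI+E2 against VEH. The endothelial markers had a median of -0.44 in AI against VEH, with a call that was lost with an estimated correlation.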

How the results depend on the processing

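All alternatives were set in advance except the use of AI replicate 2 alone as the AI group, which was chosen after seeing the data. Of the counts of genes, 213 of the values under an alternative stayed within 1.5 times the count reported and 6 did not. The number of genes changed at least 2-fold between AI and VEH was 156 as reported and 270 over all probe sets (90 higher and 180 lower), and that at 1.5-fold was 529 as reported, 344 with the methods' t-test after adjustment (127 higher and 217 lower) and 813 over all probe sets (268 higher and 545 lower). In AI+E2 against VEH, 102 became 215 over all probe sets (72 higher and 143 lower). From day 12 to day 16 VEH, 68 genes (40 higher and 28 lower) became 27 with the methods' t-test after adjustment and 160 over all probe sets (121 higher and 39 lower). All probe sets are more features than the genes with a symbol, and in the other cases the cause was not tested. With 1 array left out, the 2-fold counts were 153 to 158 for AI against VEH, 106 to 124 for AI+E2 against AI, 98 to 106 for AI+E2 against VEH, 66 to 77 from day 12 to day 16 VEH and 53 to 59 for the reversed genes. With the methods' t-test at an unadjusted p under 0.05, 156 genes passed 2-fold in AI against VEH and 112 in AI+E2 against AI, and with that test after adjustment 137 and 105. With AI replicate 2 alone as the AI group and the fold threshold alone, 125 genes passed 2-fold in AI+E2 against AI and 57 reversed. Dim probe sets made few of the calls in AI against VEH, where 153 and 142 of the 156 genes were still called with the 25% and the 50% of genes of lower signal left out. No scaling alternative moved the share of genes called higher by over 10 percentage points or the median of all genes by over 0.1 on the log2 scale.

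Of the values of named genes under an alternative, 10546 kept their direction and their side of the threshold, 603 lost a call, 195 gained one and 11 turned. The corresponding numbers were 634, 39, 15 and 5 for the qPCR genes and 2224, 50, 21 and 80 for the gene lists. The value given for a gene is its log2 fold change and that for a list is its median, while a list's call and direction are those of camera, so that a list's direction can turn while its median keeps its sign. Given one by one are the qPCR genes and lists that lost or gained a call and any gene or list that turned. With the methods' t-test after adjustment, calls were lost for Igf1 (0.31) in AI against VEH, Igfbp5 (-0.75) and Rab27a (0.76) in AI+E2 against AI and Pappa (-0.26), Igf1r (-0.55), Cyp19a1 (0.64), Rab27a (1.32) and Esr1 (-0.38) in VEH day 16 against day 12, and calls were gained for Igf1r (-0.18) in AI+E2 against AI. With only the arrays of the compared groups in the fit, calls were lost for Igf1 (0.31) in AI against VEH and Pappa (-0.26) and Esr1 (-0.38) in VEH day 16 against day 12, and calls were gained for Igf1r (-0.18) and Esr1 (0.28) and the lymphocyte (0.11) list in AI+E2 against AI and the lymphocyte (0.074) list in AI+E2 against VEH. With only the 9 day 16 arrays in the fit, calls were gained for Igf1r (-0.18) in AI+E2 against AI, and the direction turned for the lipid droplet (0.0069) list in AI+E2 against AI. With a trended and robust variance model, calls were lost for Pappa (-0.26) in VEH day 16 against day 12. With array weights, whose estimation stopped before it converged, calls were lost for the steroidogenesis (0.080) list in AI against VEH and Pappa (-0.21) in VEH day 16 against day 12, and calls were gained for Igf1r (-0.20), Igf1 (0.26) and Esr1 (0.20) in AI+E2 against AI and Esr1 (0.27) and the lymphocyte (0.12) list in AI+E2 against VEH, and the direction turned for Esr1 (0.062) in AI against VEH, the antioxidant (-0.030) list in AI+E2 against AI and Esr2 (0.011) and the PI3K-Akt (0.056) list in AI+E2 against VEH. With quantile normalization applied again, calls were lost for the steroidogenesis (0.032) and luteal (0.039) lists in AI against VEH and the luteal (0.18) and follicle (0.20) lists in AI+E2 against VEH, and calls were gained for Igf1r (-0.25) and the steroidogenesis (-0.100) and lymphocyte (0.15) lists in AI+E2 against AI and Igfbp5 (-0.26) and the receptor and cofactor (-0.12) and luteal (-0.19) lists in VEH day 16 against day 12, and the direction turned for Esr1 (0.037) and the fibroblast (-0.063) list in AI against VEH, the receptor and cofactor (0.012), textbook estrogen (0.0051) and macrophage (0.061) lists in AI+E2 against AI and Hsp90aa1 (-0.018) in VEH day 16 against day 12. After cyclic loess, calls were lost for the cell cycle (-0.099) and immediate early (0.11) lists in AI+E2 against VEH, and calls were gained for Igf1r (-0.24) and the steroidogenesis (-0.14) and lymphocyte (0.15) lists in AI+E2 against AI and the receptor and cofactor (-0.090) and luteal (-0.13) lists in VEH day 16 against day 12, and the direction turned for the fibroblast (-0.065) list in AI against VEH, the receptor and cofactor (0.031), textbook estrogen (0.010), luteal (-0.19) and macrophage (0.069) lists in AI+E2 against AI and Hsp90aa1 (-0.014) and the antioxidant (0.017) list in VEH day 16 against day 12. With array medians set equal, calls were lost for Igf1 (0.28) in AI against VEH and Pappa (-0.24) and Esr1 (-0.36) in VEH day 16 against day 12, and the direction turned for the textbook estrogen (0.014) list in AI+E2 against AI. With the 25% of genes of lowest mean signal left out, calls were lost for the endoplasmic reticulum stress (-0.24) list in AI against VEH and the cell cycle (-0.10) and immediate early (0.11) lists in AI+E2 against VEH, and calls were gained for the red blood cell (-0.65) list in AI+E2 against AI, and the direction turned for the cell cycle (-0.027), textbook estrogen (0.034), lymphocyte (0.011) and fibroblast (-0.049) lists in AI against VEH, the textbook estrogen (-0.065) and fibroblast (-0.049) lists in AI+E2 against AI, the fibroblast (-0.14) list in AI+E2 against VEH and the fat (-0.045) list in VEH day 16 against day 12. With the 50% of genes of lower mean signal left out, calls were lost for the prolactin (0.20) and immediate early (0.24) lists in AI+E2 against AI, the immediate early (0.17) and follicle (0.084) lists in AI+E2 against VEH and the cell cycle (0.20) list in VEH day 16 against day 12, and calls were gained for the steroidogenesis (-0.13) list in AI+E2 against AI, and the direction turned for the cell cycle (0.033), textbook estrogen (0.032), immediate early (-0.086), lymphocyte (0.035), fibroblast (-0.018) and oviduct (-0.074) lists in AI against VEH, the lipid droplet (0.019), textbook estrogen (-0.035), apoptosis (-0.024), luteal (-0.13) and macrophage (0.14) lists in AI+E2 against AI, the cell cycle (-0.020), textbook estrogen (0.0098), fibroblast (-0.18), fat (0.039) and oviduct (-0.022) lists in AI+E2 against VEH and the textbook estrogen (-0.048), apoptosis (-0.0092), antioxidant (0.026), fat (-0.15) and oviduct (0.057) lists in VEH day 16 against day 12. Over all probe sets, calls were lost for Igf1 (0.31) in AI against VEH and Pappa (-0.26) and Esr1 (-0.38) in VEH day 16 against day 12. With the mean of a gene's probe sets, calls were gained for Esr1 (0.36) in AI+E2 against AI and Esr1 (0.39) in AI+E2 against VEH, and the direction turned for Esr1 (0.031) in AI against VEH. With an estimated correlation in camera, calls were lost for the steroidogenesis (0.071), endoplasmic reticulum stress (-0.24), antioxidant (0.18), Tables S5 and S6 (0.21), luteal (0.21), endothelial (-0.44), macrophage (0.18) and smooth muscle (-0.30) lists in AI against VEH, the immediate early (0.17) and endoplasmic reticulum stress (0.29) lists in AI+E2 against AI, the fatty acid (0.15), cell cycle (-0.10), immediate early (0.11), antioxidant (0.18), luteal (0.25), endothelial (-0.33), macrophage (0.32), smooth muscle (-0.24), follicle (0.20) and red blood cell (-0.49) lists in AI+E2 against VEH and the steroidogenesis (-0.064), lipid droplet (0.15), cell cycle (0.19), endoplasmic reticulum stress (-0.090), endothelial (0.38) and smooth muscle (0.36) lists in VEH day 16 against day 12. The cause was not tested, except that the fits on fewer arrays have fewer residual degrees of freedom and the sets without dim genes hold fewer members. Of the results whose direction turned, here or with an array left out, the cell cycle list in AI+E2 against VEH had passed the test as reported and the others had not.

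With each of the 12 arrays left out in turn, the calls of the qPCR genes and the lists, and the directions of any gene or list, changed as follows, and a group left with 2 arrays takes its spread from all groups. In AI against VEH, Igf1 ran from 0.21 to 0.42 and lost its call without VEH replicates 1 (0.29) and 3 (0.28) and AI replicates 1 (0.30) and 2 (0.21), Esr1 ran from -0.15 to 0.019 and turned without VEH replicate 3 (0.019) and AI replicate 3 (0.0073), Esr2 ran from -0.23 to 0.027 and turned without VEH replicate 1 (0.027), the steroidogenesis list ran from 0.014 to 0.15 and lost its call without VEH replicate 3 (0.014), the immediate early list ran from -0.044 to -0.018 and turned without VEH replicate 3 (-0.022), the lymphocyte list ran from -0.084 to -0.031 and turned without AI replicate 2 (-0.035), and the fibroblast list ran from -0.053 to -0.0029 and turned without VEH replicate 2 (-0.0029) and AI replicate 3 (-0.037). For AI+E2 against AI, Igf1r ran from -0.20 to -0.17 and gained a call without day 12 replicate 2 (-0.18), Igf1 ran from 0.11 to 0.32 and gained a call without AI replicate 2 (0.32), Maff ran from -0.098 to 0.0043 and turned without AI replicate 2 (0.0043) and AI+E2 replicate 1 (0.0027), Des ran from -0.026 to 0.13 and turned without AI replicate 3 (-0.026), the steroidogenesis list ran from -0.091 to -0.068 and gained a call without AI replicate 1 (-0.084), the lipid droplet list ran from -0.033 to 0.0069 and turned without day 12 replicates 1 (0.0069) and 2 (0.0069), VEH replicate 2 (0.0069), AI replicate 3 (-0.015) and AI+E2 replicate 2 (-0.033), the cell cycle list ran from -0.052 to -0.017 and gained a call without AI replicate 3 (-0.052), the receptor and cofactor list ran from 0.019 to 0.090 and turned without AI+E2 replicate 3 (0.019), the textbook estrogen list ran from -0.050 to 0.022 and turned without day 12 replicate 3 (-0.016), VEH replicates 1 (-0.016) and 3 (-0.016), AI replicates 2 (-0.021) and 3 (-0.050) and AI+E2 replicates 1 (-0.00041) and 2 (-0.021), the endothelial list ran from 0.0022 to 0.067 and turned without AI replicate 3 (0.0022), the macrophage list ran from 0.030 to 0.14 and turned without AI replicate 1 (0.030), the lymphocyte list ran from 0.095 to 0.18 and gained a call without AI replicate 3 (0.18), the fibroblast list ran from -0.095 to -0.040 and turned without VEH replicate 1 (-0.076), AI replicates 1 (-0.052) and 2 (-0.040) and AI+E2 replicate 1 (-0.071), the smooth muscle list ran from -0.084 to 0.049 and turned without AI replicate 2 (0.049), and the oviduct list ran from -0.066 to 0.0078 and turned without AI replicate 2 (-0.066). For AI+E2 against VEH, Igf1r ran from 0.23 to 0.26 and lost its call without VEH replicates 1 (0.25) and 2 (0.23) and AI+E2 replicates 1 (0.24), 2 (0.26) and 3 (0.24), Pelp1 ran from -0.063 to 0.035 and turned without VEH replicate 1 (0.035), Esr2 ran from -0.15 to 0.11 and turned without VEH replicate 1 (0.11) and AI+E2 replicate 2 (0.036), the lipid droplet list ran from -0.13 to -0.048 and gained a call without VEH replicate 3 (-0.097), the IGF list ran from -0.051 to 0.025 and turned without VEH replicate 3 (-0.051) and AI+E2 replicate 1 (0.017), the PI3K-Akt list ran from -0.022 to 0.068 and turned without VEH replicate 1 (0.068) and AI+E2 replicate 2 (0.035), the cell cycle list ran from -0.11 to -0.054 and lost its call without VEH replicates 1 (-0.054) and 2 (-0.11) and AI+E2 replicate 2 (-0.092), the textbook estrogen list ran from -0.051 to 0.068 and turned without VEH replicate 3 (-0.051) and AI+E2 replicate 2 (0.0092), the immediate early list ran from 0.034 to 0.18 and lost its call without VEH replicate 2 (0.034) and AI+E2 replicate 2 (0.12), the lymphocyte list ran from 0.034 to 0.11 and gained a call without VEH replicate 1 (0.11) and AI replicate 3 (0.074), and the fibroblast list ran from -0.19 to -0.14 and turned without VEH replicate 2 (-0.15). From day 12 to day 16 VEH, Pappa ran from -0.33 to -0.20 and lost its call without day 12 replicates 2 (-0.20) and 3 (-0.25), VEH replicates 1 (-0.20) and 2 (-0.28), AI replicate 1 (-0.26) and AI+E2 replicates 1 (-0.26) and 3 (-0.26), Hsp90aa1 ran from -0.055 to 0.061 and turned without VEH replicate 2 (-0.055), Esr1 ran from -0.45 to -0.28 and lost its call without day 12 replicates 2 (-0.29) and 3 (-0.39) and VEH replicates 1 (-0.40) and 2 (-0.28), the steroidogenesis list ran from -0.16 to 0.014 and lost its call without day 12 replicate 3 (-0.049) and VEH replicate 3 (0.014), the immediate early list ran from 0.056 to 0.13 and gained a call without day 12 replicate 2 (0.13), the endoplasmic reticulum stress list ran from -0.12 to -0.071 and lost its call without day 12 replicate 3 (-0.076), the antioxidant list ran from -0.017 to 0.077 and turned without day 12 replicate 2 (-0.017), the luteal list ran from -0.11 to -0.045 and gained a call without day 12 replicate 2 (-0.088), and the fat list ran from -0.0091 to 0.016 and turned without day 12 replicate 3 (0.013) and VEH replicates 1 (0.0022) and 3 (0.016). Of the named genes other than the qPCR genes, over the 4 comparisons, the numbers of calls lost and gained were 17 and 0 without day 12 replicate 1, 20 and 16 without day 12 replicate 2, 11 and 4 without day 12 replicate 3, 33 and 5 without VEH replicate 1, 35 and 7 without VEH replicate 2, 25 and 9 without VEH replicate 3, 28 and 1 without AI replicate 1, 16 and 6 without AI replicate 2, 21 and 11 without AI replicate 3, 41 and 0 without AI+E2 replicate 1, 19 and 1 without AI+E2 replicate 2 and 29 and 2 without AI+E2 replicate 3. Further lists that were not called kept camera's direction while their medians moved by over 1.5 times or changed sign, and these medians fix no size. They were in AI against VEH the lists lipid droplet (-0.029 to 0.022), IGF (-0.033 to 0.050), PI3K-Akt (-0.15 to -0.021), cell cycle (-0.073 to -0.018), receptor and cofactor (-0.059 to 0.028), textbook estrogen (-0.032 to 0.037), follicle (-0.014 to 0.10), red blood cell (-0.38 to -0.048), fat (0.015 to 0.070) and oviduct (0.0076 to 0.12); in AI+E2 against AI the lists PI3K-Akt (0.022 to 0.073), apoptosis (-0.048 to 0.044), antioxidant (-0.091 to -0.047), luteal (-0.14 to 0.076), follicle (0.034 to 0.084) and fat (-0.083 to -0.032); in AI+E2 against VEH the lists steroidogenesis (0.032 to 0.13), receptor and cofactor (-0.044 to 0.048), apoptosis (-0.056 to -0.00014), endoplasmic reticulum stress (0.012 to 0.085), Tables S5 and S6 (-0.11 to -0.027), fat (-0.043 to 0.011) and oviduct (-0.0073 to 0.10); in VEH day 16 against day 12 the lists PI3K-Akt (-0.0021 to 0.089), receptor and cofactor (-0.095 to -0.034), textbook estrogen (-0.052 to 0.072), prolactin (-0.033 to 0.026), apoptosis (0.0013 to 0.045), Tables S5 and S6 (-0.13 to -0.064), macrophage (-0.028 to 0.13), lymphocyte (0.019 to 0.050), fibroblast (0.095 to 0.20), follicle (-0.12 to -0.042) and oviduct (-0.044 to -0.0071). The cause was not tested.

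The groups share replicate numbers, but nothing in the paper or the labels says that a number marks a shared litter or day. Of 18 pairs of arrays with the same number, 4 had deviations from their group means that correlated over 0.1, with r from -0.49 to 0.34, and 0 of 12 arrays correlated best with their own number, so the arrays were not treated as paired. With the replicate number as a block, 156 genes passed 2-fold in AI against VEH, 110 in AI+E2 against AI, 102 in AI+E2 against VEH and 68 from day 12 to day 16 VEH, and 55 were reversed. The block turned the direction of the fibroblast list in AI+E2 against AI, which missed the threshold in both fits (median -0.076). No other list, qPCR gene or count changed its call or moved over 1.5 times with the block, and of the other named genes 19 lost a call and 1 gained one.

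Other splits of the arrays were counted as set in advance. For each comparison of 3 arrays with 3, 1 of 10 splits of the 6 arrays, the real one, gave as many genes as reported. The real values were 156 and 529 genes at 2-fold and 1.5-fold for AI against VEH, 110 and 385 for AI+E2 against AI, 102 at 2-fold for AI+E2 against VEH and 68 from day 12 to day 16 VEH, and the highest of the other splits was 0 in each, but 10 splits are too few for a share under 0.05. Of 100 splits of the 9 day 16 arrays into 3 groups, 2 gave as many reversed genes as reported at 2-fold and at 1.5-fold, which excludes chance at a share of 0.05. They were the real split, with 55 and 206, and a split with 62 and 215 that kept the 3 AI arrays together and exchanged VEH replicate 2 with AI+E2 replicate 3, so the count does not tell VEH arrays from AI+E2 arrays.

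The fit on the 9 day 16 arrays gives no value for the comparison with day 12, the sets without dim genes give none for the genes they leave out, and the methods' t-test gives none for the gene lists.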

Differences from the paper's values

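For Igfbp5 in AI+E2 against VEH, the paper's log2 fold change is about -0.5 in the lower panel of Fig. 3B, read by eye, and the value here is 0.50 (adjusted p = 0.00158). Of 25 alternatives set before the data were examined, 0 come within the larger error of the paper's value. The sign of the paper's value is that of AI+E2 against AI.

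The fold change of Ccnd1 in AI+E2 against AI is -1.24 in Table S6 and -1.17 here, and the difference is within the spread of the arrays under 6 of 15 alternatives, with quantile normalization applied again, with cyclic loess and without any 1 of AI replicates 1 and 3 and AI+E2 replicates 1 and 2, and not under the others. For Igfbp3, the paper's fold change is -1.23 in Table S6 and -1.13 here, within the spread under 3 of 15 alternatives, without any 1 of AI replicates 1 and 3 and AI+E2 replicate 1, and not under the others. That of Vegfa is -1.19 in Table S6 and -1.29 here, within the spread under 4 of 15 alternatives, with equal array medians and without any 1 of AI replicates 1 and 3 and AI+E2 replicate 2, and not under the others. These alternatives were set before the data were examined. With AI replicate 2 alone as the AI group, a setting chosen after seeing the values, the fold changes are -1.24, -1.23 and -1.19, and 0 of the 15 genes of the table are dropped, that is, not lower.

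The legend of Table S6 calls its genes up regulated and the heading on its slide calls them down regulated. All 15 fold changes of the table are negative, and 15 of the genes are lower in AI+E2 than in AI here. The legend of Fig. 3A names VEH against AI+E2 and the key of the figure names AI against AI+E2. At 2-fold, 66 genes rose and 44 fell in AI+E2 against AI, and 47 rose and 55 fell in AI+E2 against VEH.

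The paper states that all of its E2 responsive genes were differentially expressed after both treatments. Of the 24 that it names in Tables S5 and S6, 14 passed an adjusted p under 0.05 in AI against VEH and 10 did not (the 11 rises among those that passed became 7 without VEH replicate 2 and 7 without AI replicate 1), and 11 passed in AI+E2 against AI and 13 did not. Fig. 3B marks the array value of Esr1 in AI+E2 against VEH as significant. Here it was 0.22 (adjusted p = 0.192), and it passed with the mean of the gene's probe sets (0.39) and with array weights (0.27). With 1 array left out, the Esr1 value ran from 0.13 (without VEH replicate 2) to 0.29 (without VEH replicate 3). The same figure leaves Cyp19a1 in AI against VEH and Pappa, Igf1 and Igf1r in AI+E2 against VEH unmarked, and these passed here. The Igf1r call was lost without any 1 of VEH replicates 1 and 2 (0.25 and 0.23) and AI+E2 replicates 1, 2 and 3 (0.24, 0.26 and 0.24). The discussion states increased expression of genes of the PI3K/Akt pathway without naming the comparison. Of 18 genes of PI3K-Akt signalling, 0 rose and 5 fell in AI against VEH, 1 rose and 0 fell in AI+E2 against AI and 2 rose and 5 fell in AI+E2 against VEH. The 5 falls in AI against VEH became 3 without VEH replicate 1, 2 or 3 or AI replicate 1 or 3. The 5 falls in AI+E2 against VEH became 3 without VEH replicate 1 or 3 or AI replicate 1, 1 without AI+E2 replicate 1 and 2 without AI+E2 replicate 2, and the 2 rises became 0 without any 1 of the VEH arrays, AI replicates 1 and 3 and AI+E2 replicates 1 and 3, and 1 without any other array.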

Other observations

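The comparison of Table S6 with single arrays, the look at day 12 replicate 2 and the choice of second probe sets were made only after the values were seen.

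Between day 12 and day 16 of pregnancy, in rats given VEH, most transcripts of cholesterol synthesis and uptake fell in the CL. Of 20 genes of cholesterol synthesis and uptake, 0 rose and 18 fell (0 and 19 adjusted over the list alone), with a median log2 fold change of -1.31 (camera, adjusted p = 3.12e-39, and adjusted p = 0.00217 with an estimated correlation). Cyp51 and Msmo1 had log2 fold changes of -2.35 (SE 0.081, adjusted p = 1.84e-10) and -2.59 (SE 0.12, adjusted p = 1.72e-09), and Sqle and Insig1, a regulator of the pathway, fell by 1.92 and 1.72 (adjusted p = 9.41e-10 and 1.90e-09). Of the fatty acid genes, 0 rose and 7 fell (0 and 7 adjusted over the list alone), with a median log2 fold change of -0.20 (camera, adjusted p = 3.90e-09, and adjusted p = 0.0383 with an estimated correlation), with Acss2 and Acly at -2.10 and -0.93 (adjusted p = 2.13e-09 and 6.21e-07). Steroidogenesis genes went both ways, and 1 rose and 6 fell (2 and 7 adjusted over the list alone), with a median log2 fold change of -0.064 (camera, adjusted p = 0.0284, and adjusted p = 0.199 with an estimated correlation). Cyp17a1 fell by 1.51 (adjusted p = 7.20e-08) and Akr1c3, uncertain because of its close relatives, had -2.75 (adjusted p = 3.19e-06), while Cyp19a1 rose by 0.64 (adjusted p = 5.60e-06). The steroidogenesis call was also lost without day 12 replicate 3 (median -0.049) and without VEH replicate 3 (median 0.014), and without VEH replicate 1 the median was -0.16. Of 17 lipid droplet, cholesterol ester and efflux genes, 5 rose and 0 fell (6 and 1 adjusted over the list alone), with a median log2 fold change of 0.15 (camera, adjusted p = 0.0110, and adjusted p = 0.199 with an estimated correlation), and the median was 0.059 without day 12 replicate 1 and 0.046 without VEH replicate 1. The rises were led by Abca1 and Plin2 with 0.76 (adjusted p = 6.40e-05) and 0.65 (adjusted p = 0.00124). Gabrg3, Rtn1 and Kcnq1, which AI lowered, were higher on day 16 by 2.54, 2.29 and 1.98 (adjusted p = 1.18e-10, 2.47e-09 and 7.91e-10), and Gpc1 and the cell cycle inhibitor gene Cdkn2c by 1.72 and 1.64 (adjusted p = 2.57e-10 and 9.45e-08). The calls of Akr1c3, Cyp19a1, Abca1 and Plin2 were lost with the methods' t-test after adjustment.

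Many markers of vessels and some genes of dividing cells rose over the same days. Endothelial markers numbered 11, of which 9 rose and 0 fell (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.38 (camera, adjusted p = 5.29e-08, and adjusted p = 0.119 with an estimated correlation), with the receptor gene Flt1 at 0.55 (adjusted p = 9.33e-04). Smooth muscle and pericyte markers numbered 11, of which 7 rose and 0 fell (10 and 0 adjusted over the list alone), with a median log2 fold change of 0.36 (camera, adjusted p = 8.83e-09, and adjusted p = 0.119 with an estimated correlation), with Actg2, an actin gene, and Pdgfrb, a receptor gene, at 1.10 (adjusted p = 1.83e-04) and 0.33 (adjusted p = 0.00409). For the cell cycle list, 8 rose and 0 fell (13 and 0 adjusted over the list alone, 4 rises without day 12 replicate 2), with a median log2 fold change of 0.19 (camera, adjusted p = 3.29e-08, and adjusted p = 0.199 with an estimated correlation), among them Top2a, a DNA topoisomerase gene, with 0.57 (adjusted p = 0.00170), and the call was also lost when the 50% of genes of lower signal were left out. Of the macrophage markers, 1 rose and 0 fell (0 and 0 adjusted over the list alone), with a median log2 fold change of 0.0086 (camera, adjusted p = 0.496). Of the fibroblast markers, 3 rose and 1 fell (5 and 2 adjusted over the list alone), with a median log2 fold change of 0.17 (camera, adjusted p = 0.124). Of the luteal markers, 1 rose and 2 fell (1 and 3 adjusted over the list alone), with a median log2 fold change of -0.089 (camera, adjusted p = 0.118). Among follicle markers, 0 rose and 2 fell (0 and 3 adjusted over the list alone), with a median log2 fold change of -0.099 (camera, adjusted p = 0.118). Among red blood cell markers, 2 rose and 1 fell (3 and 1 adjusted over the list alone), with a median log2 fold change of 0.34 (camera, adjusted p = 0.120). The calls of Flt1, Actg2 and Top2a were lost with the methods' t-test after adjustment.

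In the other lists from day 12 to day 16 VEH, 0 rose and 4 fell among endoplasmic reticulum stress and amino acid response genes (0 and 4 adjusted over the list alone, 2 falls without day 12 replicate 2 or VEH replicate 2 or 3), with a median log2 fold change of -0.090 (camera, adjusted p = 0.0125, and adjusted p = 0.199 with an estimated correlation), a call also lost without day 12 replicate 3 (median -0.076). Of the IGF system genes, 3 rose and 2 fell (4 and 2 adjusted over the list alone), with a median log2 fold change of 0.14 (camera, adjusted p = 0.136). Igf1r, the IGF1 receptor gene, had -0.55 (adjusted p = 8.88e-05). Of the PI3K-Akt genes, 1 rose and 0 fell (2 and 0 adjusted over the list alone), with a median log2 fold change of 0.058 (camera, adjusted p = 0.215). Of the receptor and cofactor genes, 0 rose and 2 fell (0 and 2 adjusted over the list alone), with a median log2 fold change of -0.060 (camera, adjusted p = 0.256). Of the textbook estrogen-induced genes, 3 rose and 1 fell (3 and 1 adjusted over the list alone), with a median log2 fold change of -0.021, a mean of opposite sign (0.043) and a set test directed higher (camera, adjusted p = 0.496). Of the prolactin and LH genes, 2 rose and 2 fell (2 and 3 adjusted over the list alone), with a median log2 fold change of -0.029 (camera, adjusted p = 0.496). Of the apoptosis genes, 2 rose and 1 fell (2 and 1 adjusted over the list alone), with a median log2 fold change of 0.010 (camera, adjusted p = 0.496). Of the antioxidant genes, 2 rose and 2 fell (3 and 2 adjusted over the list alone), with a median log2 fold change of 0.019 (camera, adjusted p = 0.496). Of the genes of Tables S5 and S6, chosen by the study on arrays that include these VEH arrays and so not independent evidence, 5 rose and 5 fell (6 and 7 adjusted over the list alone, 3 rises without VEH replicate 2, 2 falls without day 12 replicate 3 or VEH replicate 2, 3 falls without VEH replicate 3 or AI replicate 1 or AI+E2 replicate 1 or 3), with a median log2 fold change of -0.11. By limma, no immediate early gene was called (0 and 0 adjusted over the list alone), with 3 at an unadjusted p under 0.05 and 3 by the methods' t-test, and with a median log2 fold change of 0.083 (camera, adjusted p = 0.274). No lymphocyte marker was called (0 and 0 adjusted over the list alone), with 1 at an unadjusted p under 0.05 and 0 by the methods' t-test, and with a median log2 fold change of 0.040 (camera, adjusted p = 0.478). Fat markers had no call (0 and 0 adjusted over the list alone), with 1 at an unadjusted p under 0.05 and 1 by the methods' t-test, and with a median log2 fold change of 0.010, a mean of opposite sign (-0.0065) and a set test directed higher (camera, adjusted p = 0.940). Oviduct markers had no call (0 and 0 adjusted over the list alone), with 0 at an unadjusted p under 0.05 and 0 by the methods' t-test, and with a median log2 fold change of -0.021 (camera, adjusted p = 0.531). The Igf1r call was lost with the methods' t-test after adjustment.

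In AI+E2 against VEH, further lists were called by camera at its preset correlation. Each of the calls given next was lost with an estimated correlation. Of the macrophage markers, 5 rose and 0 fell (7 and 0 adjusted over the list alone, 8 rises without day 12 replicate 2, 3 rises without VEH replicate 2 or AI+E2 replicate 1), with a median log2 fold change of 0.32 (camera, adjusted p = 0.00345, and adjusted p = 0.0506 with an estimated correlation), with the complement gene C1qa at 0.73 (adjusted p = 1.46e-04) and Cd68 at 0.49 (adjusted p = 4.11e-04). Of the smooth muscle markers, 0 rose and 4 fell (0 and 7 adjusted over the list alone, 7 falls without VEH replicate 3), with a median log2 fold change of -0.24 (camera, adjusted p = 6.41e-05, and adjusted p = 0.138 with an estimated correlation), with Pdgfrb at -0.31 (adjusted p = 0.00456). Of the red blood cell markers, 0 rose and 3 fell (0 and 4 adjusted over the list alone), with a median log2 fold change of -0.49 (camera, adjusted p = 0.00345, and adjusted p = 0.0848 with an estimated correlation), with Hbb at -1.33 (adjusted p = 5.33e-04). Of the luteal markers, 4 rose and 1 fell (5 and 1 adjusted over the list alone), with a median log2 fold change of 0.25 (camera, adjusted p = 0.00111, and adjusted p = 0.0506 with an estimated correlation), a call also lost with quantile normalization applied again (median 0.18), and the median was 0.12 without VEH replicate 3. Of the follicle markers, 2 rose and 0 fell (2 and 0 adjusted over the list alone), with a median log2 fold change of 0.20 (camera, adjusted p = 0.0277, and adjusted p = 0.0848 with an estimated correlation), a call also lost with quantile normalization applied again and when the 50% of genes of lower signal were left out, and the median was 0.12 without VEH replicate 3. Of the antioxidant genes, 7 rose and 0 fell (8 and 2 adjusted over the list alone), with a median log2 fold change of 0.18 (camera, adjusted p = 0.00126, and adjusted p = 0.367 with an estimated correlation) and a median of 0.12 without VEH replicate 3, with the heme oxygenase gene Hmox1 at 0.48 (adjusted p = 3.88e-05). Of the fatty acid genes, 6 rose and 1 fell (7 and 1 adjusted over the list alone), with a median log2 fold change of 0.15 (camera, adjusted p = 2.20e-04, and adjusted p = 0.25 with an estimated correlation), with Acss2 at 1.78 (adjusted p = 1.33e-08). In the cell cycle list, 0 rose and 3 fell (0 and 3 adjusted over the list alone), with a median log2 fold change of -0.10 (camera, adjusted p = 0.0264, and adjusted p = 0.502 with an estimated correlation), a call also lost after cyclic loess, when the 25% of genes of lowest signal were left out, when the 50% of genes of lower signal were left out, which turned the direction (median -0.020), and without VEH replicate 1 (median -0.054), VEH replicate 2 (-0.11) or AI+E2 replicate 2 (-0.092). In the immediate early list, 5 rose and 1 fell (6 and 1 adjusted over the list alone), with a median log2 fold change of 0.11 (camera, adjusted p = 0.0264, and adjusted p = 0.367 with an estimated correlation), a call also lost after cyclic loess, when the 25% or the 50% of genes of lower signal were left out and without VEH replicate 2 (median 0.034) or AI+E2 replicate 2 (0.12), and the median was 0.18 without VEH replicate 3. The Hbb call was lost with the methods' t-test after adjustment.

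The further lists in AI+E2 against VEH were not called. Of the steroidogenesis genes, 4 rose and 4 fell (6 and 4 adjusted over the list alone), with a median log2 fold change of 0.077 (camera, adjusted p = 0.170), where Fdx1 rose by 1.24 (adjusted p = 2.25e-08) and Nr0b2 fell by 0.89 (adjusted p = 3.89e-05). Of the lipid droplet genes, 1 rose and 4 fell (1 and 5 adjusted over the list alone), with a median log2 fold change of -0.058 (camera, adjusted p = 0.125). Of the IGF system genes, 4 rose and 3 fell (4 and 3 adjusted over the list alone, 2 rises without VEH replicate 2 or AI+E2 replicate 1 or 3), with a median log2 fold change of 0.0069 (camera, adjusted p = 0.947). Of the PI3K-Akt genes, 2 rose and 5 fell (2 and 5 adjusted over the list alone, 3 falls without VEH replicate 1 or 3 or AI replicate 1, 1 fall without AI+E2 replicate 1, 2 falls without AI+E2 replicate 2), with a median log2 fold change of 0.021, a mean of opposite sign (-0.029) and a set test directed lower (camera, adjusted p = 0.882). Of the receptor and cofactor genes, 1 rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.0027 (camera, adjusted p = 0.554). Of the textbook estrogen-induced genes, 3 rose and 3 fell (4 and 3 adjusted over the list alone), with a median log2 fold change of 0.0093 (camera, adjusted p = 0.882), where Vegfa fell by 0.84 (adjusted p = 4.41e-07). Of the prolactin and LH genes, 6 rose and 4 fell (6 and 4 adjusted over the list alone, 3 rises without AI+E2 replicate 3, 2 falls without VEH replicate 2), with a median log2 fold change of 0.032 (camera, adjusted p = 0.287). Of the apoptosis genes, 1 rose and 1 fell (1 and 1 adjusted over the list alone), with a median log2 fold change of -0.047 (camera, adjusted p = 0.554). Of the endoplasmic reticulum stress genes, 5 rose and 2 fell (5 and 2 adjusted over the list alone, 3 rises without VEH replicate 3 or AI+E2 replicate 1), with a median log2 fold change of 0.028 (camera, adjusted p = 0.262). Of the lymphocyte markers, 2 rose and 0 fell (3 and 0 adjusted over the list alone), with a median log2 fold change of 0.074 (camera, adjusted p = 0.0568). Of the fibroblast markers, 4 rose and 3 fell (4 and 6 adjusted over the list alone, 2 rises without AI+E2 replicate 1), with a median log2 fold change of -0.17 (camera, adjusted p = 0.693). Fat markers had no call by limma (0 and 0 adjusted over the list alone), with 2 at an unadjusted p under 0.05 and 2 by the methods' t-test, and with a median log2 fold change of -0.012 (camera, adjusted p = 0.553). Of the oviduct markers, 1 rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.067 (camera, adjusted p = 0.209). Of the study's own genes of Tables S5 and S6, not independent evidence, 7 rose and 9 fell (8 and 11 adjusted over the list alone), with a median log2 fold change of -0.068, and Fst rose by 1.13 (adjusted p = 1.01e-05).

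In AI against VEH, 7 rose and 2 fell among 17 antioxidant genes (8 and 2 adjusted over the list alone), with a median log2 fold change of 0.18 (camera, adjusted p = 0.00862, and adjusted p = 0.322 with an estimated correlation), with Hmox1 at 0.89 (adjusted p = 2.89e-08) and the peroxiredoxin gene Prdx6 at -0.44 (adjusted p = 3.95e-04). Among endoplasmic reticulum stress genes, 2 rose and 7 fell (2 and 8 adjusted over the list alone), with a median log2 fold change of -0.24 (camera, adjusted p = 0.0276, and adjusted p = 0.317 with an estimated correlation), with Pdia4 and Creld2 at -0.83 (adjusted p = 1.03e-07) and -0.79 (adjusted p = 2.87e-06) and Herpud1 at 0.60 (adjusted p = 1.65e-05), and the call was also lost when the 25% of genes of lowest signal were left out. Among prolactin and LH genes, 2 rose and 6 fell (2 and 6 adjusted over the list alone), with a median log2 fold change of -0.12 (camera, adjusted p = 0.224). Among immediate early genes, 1 rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of -0.018 (camera, adjusted p = 0.749). Of the fibroblast markers, 1 rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of -0.044 (camera, adjusted p = 0.837). For follicle markers, 1 rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.028 (camera, adjusted p = 0.522). For red blood cell markers, 0 rose and 1 fell (0 and 1 adjusted over the list alone), with a median log2 fold change of -0.24 (camera, adjusted p = 0.481), and the median was -0.048 without VEH replicate 1 and -0.38 without VEH replicate 2. By limma, no lymphocyte marker was called (0 and 0 adjusted over the list alone), with 1 at an unadjusted p under 0.05 and 0 by the methods' t-test, and with a median log2 fold change of -0.058 (camera, adjusted p = 0.580). No fat marker was called (0 and 0 adjusted over the list alone), with 1 at an unadjusted p under 0.05 and 0 by the methods' t-test, and with a median log2 fold change of 0.042 (camera, adjusted p = 0.560). No oviduct marker was called (0 and 0 adjusted over the list alone), with 2 at an unadjusted p under 0.05 and 2 by the methods' t-test, and with a median log2 fold change of 0.099 (camera, adjusted p = 0.522), and the median was 0.0076 without VEH replicate 1.

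In AI+E2 against AI, Prdx6 rose by 0.87 and Hmox1 fell by 0.42 (adjusted p = 7.51e-07 and 1.15e-04). Of the antioxidant genes, 2 rose and 2 fell (4 and 2 adjusted over the list alone), with a median log2 fold change of -0.075, a mean of opposite sign (0.0042) and a set test directed lower (camera, adjusted p = 0.624). Of the luteal markers, 2 rose and 1 fell (3 and 4 adjusted over the list alone), with a median log2 fold change of -0.13, a mean of opposite sign (0.24) and a set test directed higher (camera, adjusted p = 0.841), and the median was 0.076 without AI replicate 3. Of the macrophage markers, 1 rose and 1 fell (1 and 1 adjusted over the list alone), with a median log2 fold change of 0.13 (camera, adjusted p = 0.841). Among lymphocyte markers, 3 rose and 0 fell (4 and 0 adjusted over the list alone), with a median log2 fold change of 0.11 (camera, adjusted p = 0.0666). Among fibroblast markers, 1 rose and 0 fell (0 and 0 adjusted over the list alone), with a median log2 fold change of -0.076, a mean of opposite sign (0.0072) and a set test directed lower (camera, adjusted p = 0.967). Among follicle markers, 1 rose and 0 fell (1 and 0 adjusted over the list alone), with a median log2 fold change of 0.059 (camera, adjusted p = 0.390). Among fat markers, 0 rose and 1 fell (0 and 1 adjusted over the list alone), with a median log2 fold change of -0.052 (camera, adjusted p = 0.390). By limma, no smooth muscle marker was called (0 and 0 adjusted over the list alone), with 0 at an unadjusted p under 0.05 and 1 by the methods' t-test, and with a median log2 fold change of 0.00080, a mean of opposite sign (-0.038) and a set test directed lower (camera, adjusted p = 0.841). Oviduct markers also had no call (0 and 0 adjusted over the list alone), with 2 at an unadjusted p under 0.05 and 0 by the methods' t-test, and with a median log2 fold change of -0.014, a mean of opposite sign (0.018) and a set test directed higher (camera, adjusted p = 0.841).

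The fold changes of Table S6 were compared with 49 combinations of AI and AI+E2 arrays. The mean of the AI+E2 arrays against AI replicate 2 alone gave all 15 of them with a largest difference of 5.55e-06 on the log2 scale, the next best combination 0.0643 and all arrays 0.186. For Table S5, all arrays of AI against VEH gave a largest difference of 5.59e-07 and the next best combination 0.0498. That Table S6 rests on AI replicate 2 alone is a hypothesis found and tested on the same values, and a candidate explanation of its differences from the means of all arrays.

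In day 12 replicate 2, Usp18, Herc6, Mx2, Mx1, Oasl2, Irf7, Slfn4, Oasl, Ly6c and Isg15 stood highest above the other day 12 arrays, by 1.91 to 3.32 on the log2 scale. These are the 10 largest such gaps of this array, named after their values were seen. Usp18 was at 8.93 in this array, at a mean of 5.61 in the other day 12 arrays and between 5.41 and 8.50 in all other arrays. Mx1 was at 9.36, against 6.50 and a range of 6.44 to 7.73.

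Probe sets of 1 gene did not always move alike. Insr had log2 fold changes of 0.33 and -0.47 in AI against VEH and in AI+E2 against AI by the probe set used, and 0.12 and -0.20 by a second. Klf4 had -0.0054 by the probe set used and 0.17 by a second in AI against VEH, Mcl1 had -0.14 and 0.014, Rrm1 0.13 and -0.039, and Esr1 -0.051 and 0.11.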
